# Molecular and spatial profiling of the paraventricular nucleus of the thalamus

**DOI:** 10.7554/eLife.81818

**Published:** 2023-03-03

**Authors:** Claire Gao, Chiraag A Gohel, Yan Leng, Jun Ma, David Goldman, Ariel J Levine, Mario A Penzo

**Keywords:** paraventricular thalamus, single-nuclei sequencing, cell types, Mouse

## Abstract

The paraventricular nucleus of the thalamus (PVT) is known to regulate various cognitive and behavioral processes. However, while functional diversity among PVT circuits has often been linked to cellular differences, the molecular identity and spatial distribution of PVT cell types remain unclear. To address this gap, here we used single nucleus RNA sequencing (snRNA-seq) and identified five molecularly distinct PVT neuronal subtypes in the mouse brain. Additionally, multiplex fluorescent in situ hybridization of top marker genes revealed that PVT subtypes are organized by a combination of previously unidentified molecular gradients. Lastly, comparing our dataset with a recently published single-cell sequencing atlas of the thalamus yielded novel insight into the PVT’s connectivity with the cortex, including unexpected innervation of auditory and visual areas. This comparison also revealed that our data contains a largely non-overlapping transcriptomic map of multiple midline thalamic nuclei. Collectively, our findings uncover previously unknown features of the molecular diversity and anatomical organization of the PVT and provide a valuable resource for future investigations.

## Introduction

Recent models describe the PVT as a midline thalamic structure that integrates cortical, hypothalamic, and brainstem signals to drive adaptive behavioral strategies amid challenging situations (Petrovich, 2021; Kirouac, 2021; McNally, 2021; Penzo and Gao, 2021; Kelley et al., 2005). Consistent with this model, neuronal activity in the PVT is sensitive to both interoceptive and exteroceptive salient signals including hunger, reward, punishment, fear, and environmental cues that predict either positive and/or negative outcomes. In turn, the PVT plays a critical role in the signaling of emotional and motivational states largely via projections to the cortex, amygdala, and ventral striatum (McGinty and Otis, 2020; Mátyás et al., 2018; Hua et al., 2018; Gao et al., 2020; Bhatnagar and Dallman, 1999; Stratford and Wirtshafter, 2013; Labouèbe et al., 2016; Sofia Beas et al., 2020; Meffre et al., 2019; Iglesias and Flagel, 2021; Li and Kirouac, 2008; Vertes and Hoover, 2008; Moga et al., 1995; Kirouac, 2015). Given the PVT’s involvement in such a diverse array of functions, there is growing interest in determining how this structure is organized into functional subnetworks, particularly since broad manipulations of the PVT have often yielded disparate results (Barson et al., 2020; McGinty and Otis, 2020). For instance, while recent reports support the existence of a causal relationship between increased neuronal activity in the PVT and wakefulness, activation of a subpopulation of PVT neurons decreases wakefulness and promotes NREM sleep (Mátyás et al., 2018; Hua et al., 2018; Gao et al., 2020). Similar functional heterogeneity has been observed in the PVT’s contributions to appetitive behaviors, with some studies reporting that lesions or pharmacological inactivation of the PVT increase food intake (Bhatnagar and Dallman, 1999; Stratford and Wirtshafter, 2013), while others show that direct or indirect activation of the PVT increases food-seeking behaviors (Labouèbe et al., 2016; Sofia Beas et al., 2020; Meffre et al., 2019).

Evidence suggests that the seemingly opposing roles of the PVT might be attributable to network differences arising from distinct cell-types that distribute along the rostro-caudal axis of the PVT (Barson et al., 2020; Iglesias and Flagel, 2021). Accordingly, the anterior and posterior subregions of the PVT (aPVT and pPVT, respectively) differentially innervate the amygdala, bed nucleus of the stria terminalis (BNST), hypothalamus, prefrontal cortex (PFC), ventral subiculum, and nucleus accumbens (NAc) and have been tied to different functions (Li and Kirouac, 2008; Vertes and Hoover, 2008; Moga et al., 1995; Kirouac, 2015). Although this broad classification into aPVT and pPVT subregions has aided advances in our understanding of the functional organization of the PVT, systematic dissections of the local organization of PVT subnetworks are currently lacking (Barson et al., 2020; McGinty and Otis, 2020; Iglesias and Flagel, 2021). Importantly, consistent with the notion that molecular identity can delineate cell types with different anatomical, functional, and electrophysiological properties (Huang and Zeng, 2013; Huang, 2014; Fuzik et al., 2016; Oh et al., 2014; Luo et al., 2008; Luo et al., 2018), studies have recently identified functional and anatomical differences that tie onto genetically defined subpopulations of PVT neurons (Mátyás et al., 2018; Gao et al., 2020; Kessler et al., 2021; Engelke et al., 2021). From this perspective, transcriptional profiling of the PVT could lead to valuable insights into the functional heterogeneity of this thalamic structure (McGinty and Otis, 2020).

In this study, we employ high throughput single-nucleus RNA sequencing and multiplex fluorescent in situ hybridization (ISH) labeling to identify five PVT subtypes that segregate differentially across the antero-posterior, medio-lateral, and dorso-ventral axes of the PVT. Our data highlights novel features about the molecular organization of the PVT, thereby offering a glimpse into how genetic diversity may tie into the various functions associated with this region of the thalamus. In addition, by performing the reciprocal principal component analysis (RPCA)-based integration and comparative analysis with the ThalamoSeq atlas, we find that PVT subtypes differentially innervate cortical areas and that our dataset contains complementary and previously unexplored mouse thalamic single-nuclei transcriptomes, including mediodorsal thalamus (MD) and intermediodorsal (IMD) thalamus (Phillips et al., 2019).

## Results

### Single-nucleus RNA-sequencing in and around the mouse PVT

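Tissue punches covered the whole antero-posterior length of the PVT and parts of the regions around it, from C57BL/6J mice aged 12 weeks, and the methods describe 4 mice pooled for each sample. Nuclei were captured in droplets, where each nucleus receives a barcode and each captured RNA molecule a unique molecular identifier (UMI), so that a count is a number of molecules and not of sequencing reads. The deposited data hold 10 libraries, 4 from male and 6 from female mice, and the library is taken as the replicate throughout. The sex of the male libraries was taken from the key of Figure 1b and that of the female libraries from their sample labels, and it equals the sex given in the deposited metadata for every nucleus. The authors aligned and counted the reads with Cell Ranger and left out nuclei with fewer than 200 genes or more than 5% of mitochondrial transcripts. The deposited matrix holds raw UMI counts of 33502 gene symbols in 20503 nuclei, and each nucleus carries the authors' cluster name, one of 16 names that fall into 8 cell types. The genome build is not given in the sources used here, so no coordinates are given. Male libraries held from 875 to 7213 nuclei and from 7568267 to 55956635 UMIs, with a median of 26418930 UMIs. Female libraries held from 1049 to 1615 nuclei and from 5119927 to 12891409 UMIs, with a median of 6122012 UMIs. The gene symbols counted differ between the sexes: 1555 genes had at least 50 UMIs in male nuclei and 0 in female nuclei, and 509 genes showed the reverse. For comparisons of expression, raw UMIs were summed over the nuclei of one class within each library, sums of fewer than 10 nuclei were left out, and the sums were compared with edgeR's quasi-likelihood test, in which the libraries give the spread. The main fit took no account of the pairing of classes within a library, and a fit with the library as a block was an alternative. Each class was set against the mean of the other classes on the log2 scale, and a gene was called higher at an adjusted p under 0.05 and a log2 fold change over 0.5, the thresholds of the study. Adjusted p values are from the Benjamini-Hochberg method, expression levels are given as CPM, edgeR's counts scaled to the size of each sum after TMM, and a library counts as higher when its CPM in the class is above the mean CPM of its other classes. The deposited names separate cell types but not neuron groups or PVT subtypes. These were therefore set by clustering the neurons again and naming each cluster from fixed marker genes of the paper, and they are called PVT1-like and so on where their making is described. Clusters were set and named on the same nuclei in which their genes were then tested, so the tests describe the clusters and are not independent evidence for them.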

To determine the unique transcriptional profiles of individual PVT neurons, single nuclei suspensions were first collected from tissue punches of the PVT and surrounding regions of the mouse brain and sequenced at the single-nuclei level (Figure 1a; See Methods; Matson et al., 2018). Next, low-quality nuclei and doublets were removed based on standard criteria (i.e. level of mitochondrial transcripts, number of genes), and integration using the Harmony algorithm was implemented to minimize experimental batch effects (Figure 1—figure supplement 1; Korsunsky et al., 2019). Clustering analyses were performed on 20,503 single-nuclei transcriptomes yielding a total of sixteen clusters visualized by uniform manifold approximation and projection (UMAP) (Figure 1b and c). 

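The deposited names place 10410 nuclei in neurons and 5302 in astrocytes. The remaining nuclei were 2462 oligodendrocytes, 993 microglia, 473 OPCs, 469 ependymal cells, 215 endothelial cells and 179 fibroblasts. With every library given the same weight, neurons made up 51.1 ± 2.94% of nuclei (mean ± SD, n = 10 libraries), between 46.4% and 57.4%. Astrocytes made up 24.7 ± 4.16% of nuclei, oligodendrocytes 10.9 ± 1.90% and microglia 5.08 ± 1.27%. The share of OPCs was 3.41 ± 1.95% and lay between 0.223% and 5.62%, and that of ependymal cells was 2.67 ± 1.25%. Fibroblasts and endothelial cells had mean shares of 1.13 ± 0.669% and 1.06 ± 0.347%. A stricter limit of 1% on mitochondrial transcripts moved the shares most: it left 13788 nuclei, 10793 of them male and 2995 female, and the share of neurons rose to 75.7%. Doublet calling in each library, after the method of Scrublet, marked 171 nuclei (0.834%). The median neuron held 11157 UMIs and the median oligodendrocyte 2321.

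**Figure D1:**
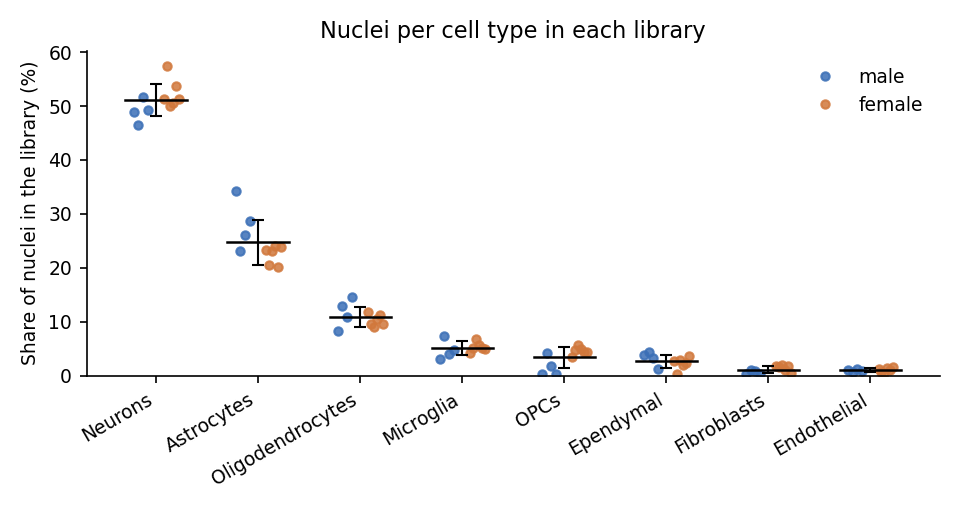
Percent of the nuclei of each library in each of the 8 cell types. Points are the 10 libraries, coloured by sex, and bars are the mean with the SD; neurons lie between 46.4% and 57.4% in all of them.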

The nuclei from these clusters were then assigned to seven major cell types based on their differential gene expression of canonical marker genes such as: astrocytes (*Agt*, *A2m*), endothelial cells (*Flt1*), ependymal cells (*Tmem212*), fibroblasts (*Cped1*), microglia (*Cx3cr1*), neurons (*Rbfox3*), oligodendrocyte precursor cells (OPCs) (*Pdgfra*), and oligodendrocytes (*Mal*) (Figure 1d, Supplementary file 1).

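Each of the canonical marker genes had its highest mean level in the cell type that it marks and was above the mean of the other types in every library with at least 10 nuclei of that type. In astrocytes *Agt* had a log2 fold change of 5.14 (SE 0.21, adjusted p = 6.8e-34 from edgeR, higher in 10 of 10 libraries) and *A2m* one of 5.11 (SE 0.26, adjusted p = 2.6e-28, 10 of 10 libraries). *Agt* stood at 1736 ± 523 CPM there (mean ± SD, n = 10 libraries). The largest difference was that of *Flt1* in endothelial cells, 11.46 (SE 0.24, adjusted p = 5.4e-47 from edgeR, higher in 7 of 7 libraries with a sum). *Rbfox3* had a log2 fold change of 3.28 in neurons (SE 0.24, adjusted p = 2.5e-19, 10 of 10 libraries), with 305 ± 86.6 CPM against at most 48.2 ± 47.0 CPM in the other types. The remaining markers had log2 fold changes between 6.76 (*Cped1* in fibroblasts) and 7.48 (*Tmem212* in ependymal cells), with *Cx3cr1* at 6.85 in microglia, *Mal* at 7.06 in oligodendrocytes and *Pdgfra* at 7.44 in OPCs. Several markers were also called in a second type: *Pdgfra* in fibroblasts (4.09), *Flt1* in fibroblasts (3.80), *Mal* in endothelial cells (2.75), *Cped1* in astrocytes (2.37) and endothelial cells (2.22), and *Cx3cr1* in ependymal cells (0.94), each above the arithmetic mean of the other types in at most 3 libraries. Of 9842 genes tested, from 988 in fibroblasts to 3292 in neurons were called higher, 16015 calls in all types together. The filter on low counts moved this number most, and without it 29415 calls were made. The cell types were assigned by the authors with these markers in these nuclei, so the marker values describe the assignment.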

**Figure 1.**
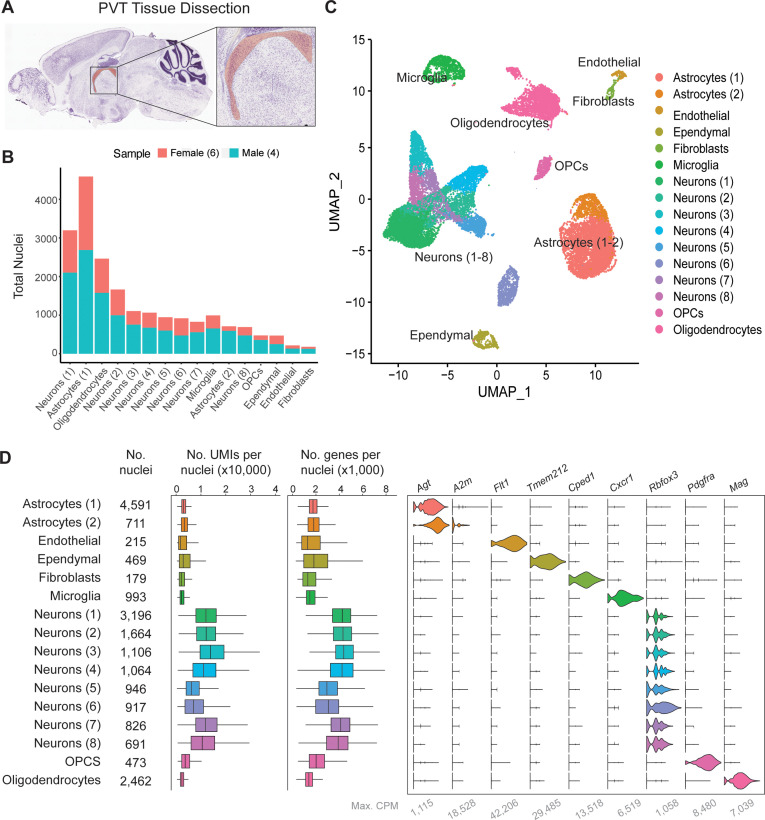
Single-nucleus RNA-sequencing in and around the mouse paraventricular nucleus of the thalamus (PVT). (**a**) Sagittal view of the PVT (red) illustrating the dissection target location. (**b**) Distribution of nuclei from four samples across all cell types. (**c**) The uniform manifold approximation and projection (UMAP) plot of all 13,220 nuclei from the combined dataset shows 14 cell clusters. (**d**) Cell type classification is based on the expression of marker genes in all 14 clusters. Left: box plot of UMI number in each cell cluster. Middle: box plot of genes detected per cell in each cell cluster. Right: violin plot showing expression profile of marker genes in 14 cell clusters. Max. CPM, maximum counts per million reads. Box plot legend: box is defined by 25^th^ and 75^th^ percentiles, whiskers are determined by 5^th^ and 95^th^ percentiles, and the mean is depicted by the square symbol.

**Figure 1—figure supplement 1.**
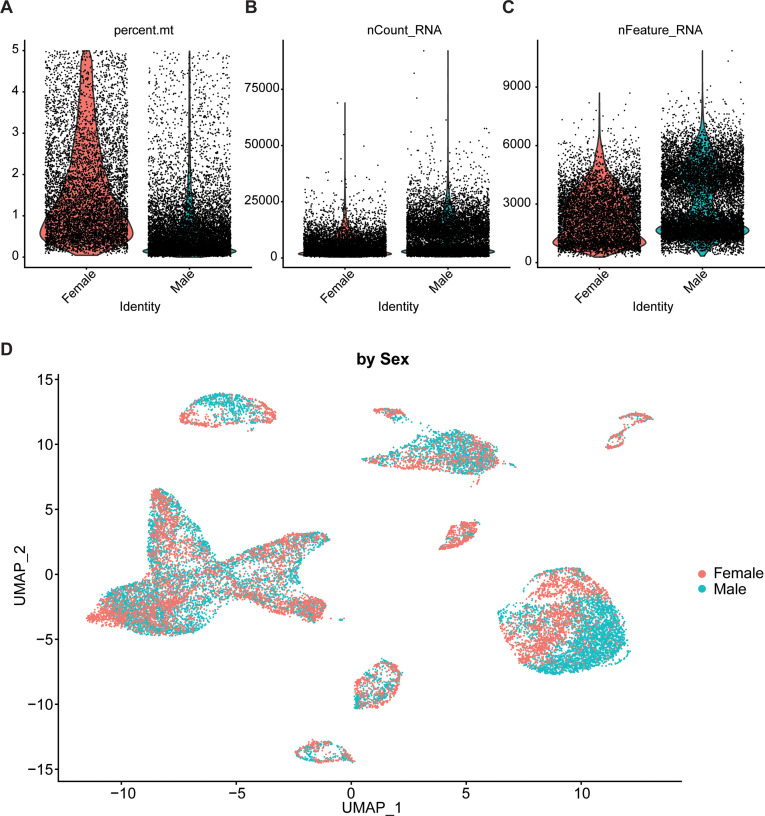
Quality control statistics and uniform manifold approximation and projection (UMAP) by sample. (**a–c**) Violin plots depicting the percent mitochondrial RNA (**a**), number of UMIs (**b**), and the number of genes (**c**) detected by sample. (**d**) The UMAP plot of the same nuclei from Figure 1c is labeled by the sample of origin.

**Figure 1—figure supplement 2.**
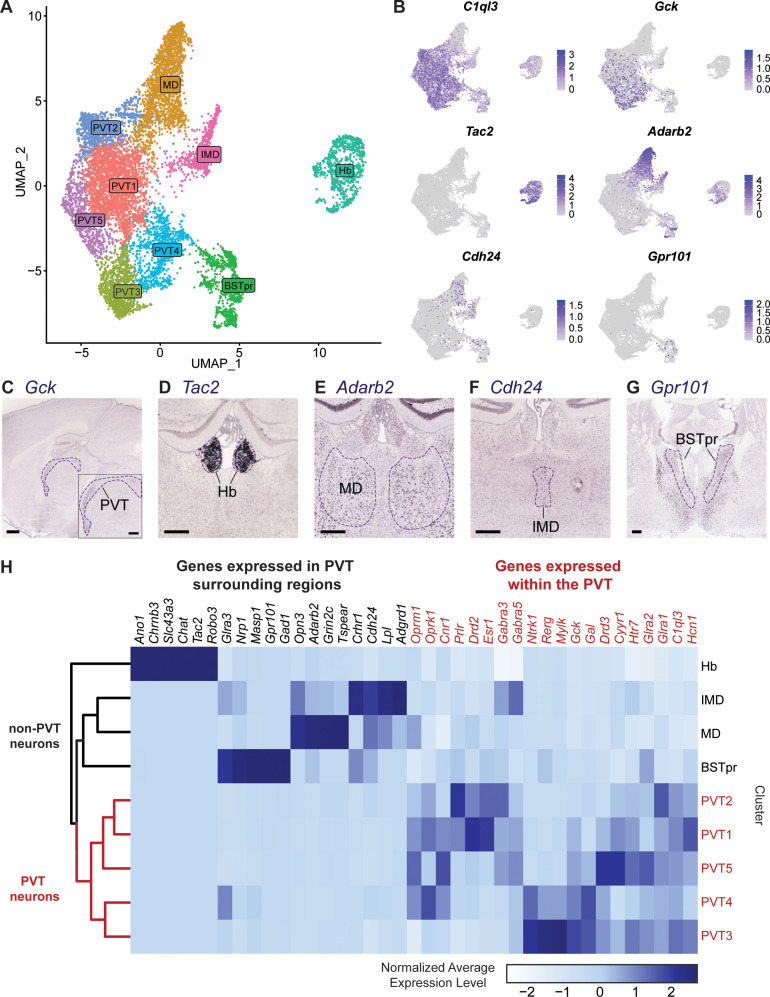
Clustering analysis and classification of all neurons. (**a**) The uniform manifold approximation and projection (UMAP) plot of 9845 neuronal nuclei shows nine clusters. (**b**) Feature plots of representative gene expression of markers from different clusters. (**c**) In situ hybridization of *Gck* (ABA Experiment #68269269), scale bar 500 μm, outline depicts the PVT. (**d**) In situ hybridization of *Tac2* (ABA Experiment #72339556), scale bar 300 μm, outline depicts the Hb. (**e**) In situ hybridization of *Adarb2* (ABA Experiment #73925721), scale bar 300 μm, outline depicts the MD. (**f**) In situ hybridization of *Cdh24* (ABA Experiment #70231307), scale bar 300 μm, outline depicts the IMD. (**g**) In situ hybridization *of Gpr101* (ABA Experiment #79591639), scale bar 300 μm, outline depicts the BSTpr. (**h**) Heatmap of normalized average gene expression of PVT-enriched genes (red) and PVT-depleted genes (black). ABA, Allen Brain Atlas.

To assess neuronal cell types specifically, the eight clusters of neurons (1-8), containing a total of 9845 nuclei, were then filtered for nuclei containing greater than 1000 genes and re-clustered for further classification (Figure 1—figure supplement 2a). 

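In the deposited matrix 10307 neurons had more than 1000 detected genes. They were clustered again with the 6 principal components and the resolution of 0.3 that the methods give for this step, which yielded 8 clusters. The steps follow the methods in outline only: residuals of a negative binomial model with a fixed overdispersion stood in for SCTransform, Harmony was computed anew from its published description, and the communities of the graph were found by Leiden moves in place of Seurat's Louvain algorithm. The 17365 genes entered had at least 20 UMIs in each sex and a log2 ratio between the sexes under 3, a limit that was set after the genes counted in one sex only had been seen, and the 3000 most variable of them were used. By their markers 3 clusters were named PVT, 2 were named MD, and IMD, BSTpr and Hb took 1 cluster each. The mean log2 fold of the naming markers was only 0.287 in the largest PVT cluster, of 3691 nuclei. It was 0.783 in the MD cluster of 889 nuclei, against 3.58 in the MD cluster of 940. That cluster of 889 shared leading genes, such as *Olfr1208*, *Olfr1211* and *Slc17a8*, with the PVT1-like cluster of 1436 nuclei described below. The shares of PVT and MD thus rest in part on weak naming.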

Clusters were characterized by referencing top gene markers from each cluster with their spatial expression from Allen Brain Atlas ISH data and previous literature (Figure 1—figure supplement 2b, c, https://mouse.brain-map.org/) (Lein et al., 2007). From this comparison, we found that PVT neurons (5737 nuclei; 58.3% of all neurons) expressed markers such as *Gck*, *C1ql3,* and *Hcn1*, and were thus represented in neuron clusters 0, 2, 3, and 4 (Figure 1—figure supplement 2c, h; Gaspari et al., 2022; Chew et al., 2017; Kolaj et al., 2012). 

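PVT-like neurons numbered 5901, or 57.3% of the re-clustered neurons. Over libraries their share was 54.2 ± 6.80% (mean ± SD, n = 10), between 39% in female replicate 1 and 63.3% in male replicate 4. Restricting the neurons to those over 2000 genes moved the mean most, to 56.8%. *C1ql3* stood at 354 ± 120 CPM in PVT-like neurons and at 56.9 ± 23.1 CPM in IMD-like neurons, the next highest group. Against the mean of the other groups its log2 fold change was 2.82 (SE 0.17, adjusted p = 1.0e-18, higher in 10 of 10 libraries). It is among the genes by which the clusters were named. In PVT-like neurons 1093 of 11539 genes tested were called higher.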

Neurons associated with other brain regions surrounding the PVT and represented in our sample include: MD (1758 nuclei, 17.9% of neurons), IMD (609 nuclei, 6.19% of neurons), the principal nucleus of the posterior bed nucleus of the stria terminalis (BSTpr; 879 nuclei, 8.93% of neurons), and habenula (Hb; 862 nuclei, 8.76% of neurons) (Figure 1—figure supplement 2d, g, h, Supplementary file 1). 

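Of the re-clustered neurons 1829 (17.7%) were MD-like, 905 (8.78%) BSTpr-like, 858 (8.32%) Hb-like and 814 (7.90%) IMD-like. The mean shares over the 10 libraries were 16.9 ± 3.90% for MD, 10.9 ± 7.89% for Hb, 9.80 ± 4.30% for BSTpr and 8.26 ± 1.41% for IMD (mean ± SD). The share of Hb ranged from 2.33% to 24.8% and that of BSTpr from 3.51% to 19.1%. *Tac2* in Hb-like neurons had a log2 fold change of 7.79 (SE 0.34, adjusted p = 8.9e-26), *Adarb2* in MD-like neurons 3.29 (SE 0.17, adjusted p = 6.4e-22) and *Cdh24* in IMD-like neurons 2.54 (SE 0.18, adjusted p = 8.6e-16). *Gpr101* had too few UMIs for edgeR's filter, and without the filter its log2 fold change in BSTpr-like neurons was 6.24 (SE 0.38, adjusted p = 9.9e-19). Each of these 4 genes was higher in 10 of 10 libraries, and each is a naming marker of its group. *Cdh24* was also called in BSTpr-like (1.05) and MD-like neurons (0.85), in each above the mean of the others in 6 of 10 libraries, and *Adarb2* in IMD-like neurons (0.76, 3 of 10 libraries). Called genes numbered 2224 in Hb, 1348 in MD, 1205 in BSTpr and 827 in IMD, and together with the PVT 6697; without the filter the total was 10614.

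**Figure D2:**
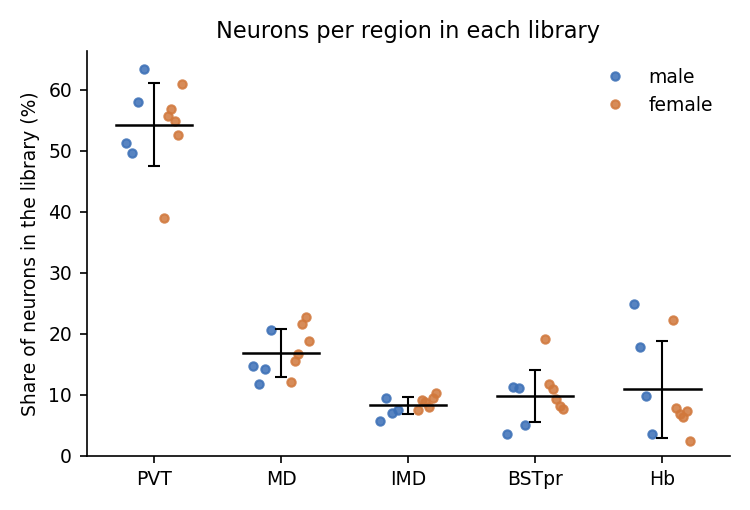
Percent of the neurons over 1000 genes of each library in each of the 5 neuron groups. Points are the 10 libraries, coloured by sex, and bars are the mean with the SD; Hb ranges from 2.33% to 24.8%.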

Altogether, we observed nine unique neuronal clusters representing PVT and other adjacent nuclei, almost all of which are thalamic.

### Classification of PVT neuronal subtypes

To explore the cell type heterogeneity of neurons characteristic of the PVT, we removed all non-PVT neurons from subsequent analysis and focused our attention on the characterization of a total of 5737 PVT nuclei (see Methods). Clustering analysis of PVT neurons revealed five neuronal subtypes (PVT1-5), each expressing a unique genetic profile (Figure 2a). 

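PVT-like neurons were clustered with 18 principal components and a resolution of 0.4, the values in the methods, which gave 8 clusters here and not 5. Of these, 3 clusters of 1436, 959 and 133 nuclei were all named PVT1-like, and a cluster of 44 nuclei was left unnamed because the genes of other groups led it. The genes that led the cluster of 133 nuclei were *Fosb*, *Egr4*, *Btg2*, *Junb* and *Npas4*. This gave 2528 PVT1-like, 777 PVT2-like, 955 PVT3-like, 840 PVT4-like and 757 PVT5-like nuclei. The mean shares over the 10 libraries were 42.7 ± 2.98%, 11.1 ± 3.37%, 18.3 ± 3.56%, 14.5 ± 1.97% and 12.5 ± 1.98% (mean ± SD, PVT1-like to PVT5-like). The rule for naming clusters was changed once after its first names were seen. Under the first rule the cluster of 1436 nuclei had no name, the cluster of 133 nuclei was named PVT2-like and that of 44 nuclei PVT4-like, and the share of PVT1-like nuclei was 15.8%, the largest change of any alternative. When the genes named in the paper were left out of the clustering, 94.8% of the nuclei kept their subtype. Each new cluster took the name of the subtype with which it shared most nuclei, which favours a high share. Naming markers that the paper's text does not name, such as *Egflam*, were not left out. The share thus describes how stable the clusters are and does not test their names.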

A phylogenetic tree was then constructed by generating a distance matrix between clusters in gene expression space. We found that PVT neurons were segregated into two major branches (Figure 2b). Specifically, PVT1, PVT2, and PVT5 subtypes were more closely related than PVT3, and PVT4 subtypes. 

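The tree was computed anew from the mean log expression of the 2000 most variable genes in each subtype, with Euclidean distance and complete linkage. Its first division set PVT3 and PVT4 apart from PVT1, PVT2 and PVT5. The mean distance between these groups was 1.52 times the mean distance within them, and with 1 minus Pearson's correlation as the distance, the alternative that moved it most, the ratio was 2.32. Each library alone gave a ratio over 1 (1.43 ± 0.0617, mean ± SD, n = 10 libraries, from 1.35 to 1.52), and each set PVT3 and PVT4 apart. The shortest distances were 6.95 between PVT1 and PVT2 and 6.97 between PVT1 and PVT5, and the longest was 16.7 between PVT2 and PVT3. PVT2 and PVT5 were 10.1 apart, farther than PVT3 and PVT4 (9.65). The closest pair was PVT1 and PVT2 in 5 of the 10 libraries and PVT1 and PVT5 in the other 5, and it changed from the former to the latter without male replicate 2, female replicate 2 or female replicate 6.

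**Figure D3:**
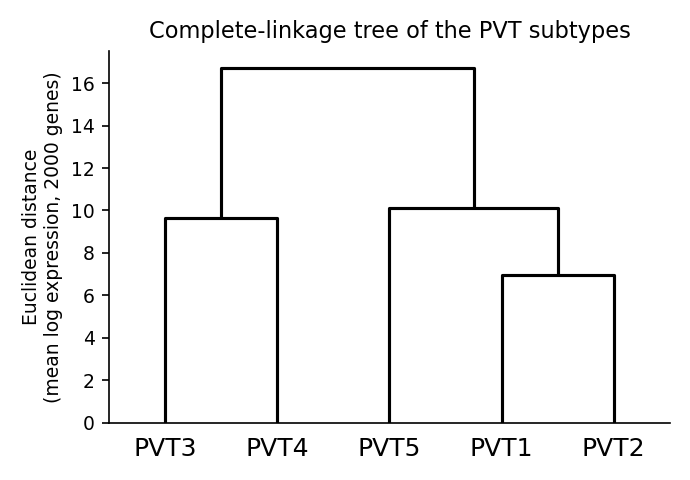
Tree of the 5 PVT subtypes from mean log expression of the 2000 most variable genes, with Euclidean distance on the axis and complete linkage. PVT3 and PVT4 join each other at 9.65, and PVT1 and PVT2 join at 6.95.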

Next, we performed differential gene expression analysis (DGEs) to select the top marker genes for each cluster (Figure 2c–h) (see Methods). Since our previous study identified two types of PVT neurons based on their expression of the *Drd2* gene or lack thereof, we compared the expression of *Drd2* across our five molecularly defined subtypes. 

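With libraries as replicates, 317 genes were called higher in PVT1, 515 in PVT2, 625 in PVT3, 436 in PVT4 and 310 in PVT5, of 10018 genes tested. The calls numbered 2203 in all, and the fits that left out each library in turn made between 1994 and 2226. A Wilcoxon test over nuclei with the study's thresholds moved the total most, to 338, with 20, 86, 109, 94 and 29 genes in PVT1 to PVT5. It also had a limit on detection, which the paper's methods do not name. Every gene past the limits on detection and fold change was called by that test, so these counts were set by the limits and not by the test. The leading genes by log2 fold change were *Dlk1* (2.82, SE 0.37, adjusted p = 7.8e-08) and *Egflam* (2.76, SE 0.20, adjusted p = 1.1e-15) in PVT1. In PVT2 the second gene was *Fgf10* (3.60, SE 0.31, adjusted p = 2.0e-13), at 31.1 ± 16.1 CPM against 3.78 CPM on average in the other subtypes. PVT3 was led by *Cadps2* (4.48, SE 0.16, adjusted p = 3.6e-28), at 1228 ± 226 CPM against 147 CPM, and *Glis3* (4.28). *Kirrel* (3.90) followed the first gene of PVT4, and *1700047F07Rik* (3.58, SE 0.21, adjusted p = 9.8e-19) and *Slc22a3* (2.58) led PVT5. Only genes higher in 10 of 10 libraries were eligible as leading genes, so that all 8 were is part of their choice and not a result. *Egflam* and *Slc22a3* are among the genes by which the clusters were named.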

The PVT1 (357 DGEs) subtype expressed *Drd2*, whereas PVT2 (184 DGEs) PVT3 (762 DGEs), PVT4 (295 DGEs) and PVT5 (440 DGEs) did not (Figure 2—figure supplement 1). These data suggest that, while as recently reported the PVT can be divided into Type 1 and Type 2 neurons based on *Drd2* expression, this view is oversimplified, and instead the PVT contains five molecularly distinct neuronal subtypes (Gao et al., 2020).

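*Drd2* stood at 32.4 ± 7.04 CPM in PVT1 and 29.8 ± 10.2 CPM in PVT2 (mean ± SD, n = 10 libraries). In PVT5, PVT4 and PVT3 the levels were 14.4 ± 5.90, 9.66 ± 5.17 and 3.23 ± 2.41 CPM. Its log2 fold change against the mean of the other subtypes was 1.56 in PVT1 (SE 0.18, adjusted p = 1.2e-09) and 1.36 in PVT2 (SE 0.20, adjusted p = 4.1e-07), each higher in 10 of 10 libraries. Against PVT3, PVT4 and PVT5 alone, PVT2 was higher by 1.87 (SE 0.21, adjusted p = 4.5e-10). *Drd2* is a naming marker of PVT1. When the named genes were left out of the clustering the values were 1.62 in PVT1 and 1.67 for PVT2 against PVT3 to PVT5. The names of those clusters were carried over from the main clustering, so they were not free of *Drd2*. The first naming rule moved PVT1 most, to 1.26. With every nucleus thinned to 2000 UMIs, 5.91 ± 2.00% of PVT1 and 4.21 ± 2.6% of PVT2 nuclei had a *Drd2* UMI, against 0.249 ± 0.542% of oligodendrocytes. Before thinning the median depths were 11714 and 12621 UMIs in PVT1 and PVT2 and 2759 in the oligodendrocytes kept. Without thinning, *Drd2* UMIs were found in 26.5 ± 12.2% of PVT1 and 24.1 ± 11.2% of PVT2 nuclei, so the share rises with depth. Without thinning, the oligodendrocyte share was 0.354 ± 0.49% at a median of 2321 UMIs. From the expression of *Drd2* and the other genes across the subtypes, the paper proposes that a division into Type 1 and Type 2 neurons is oversimplified and that the PVT contains 5 subtypes.

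**Figure D4:**
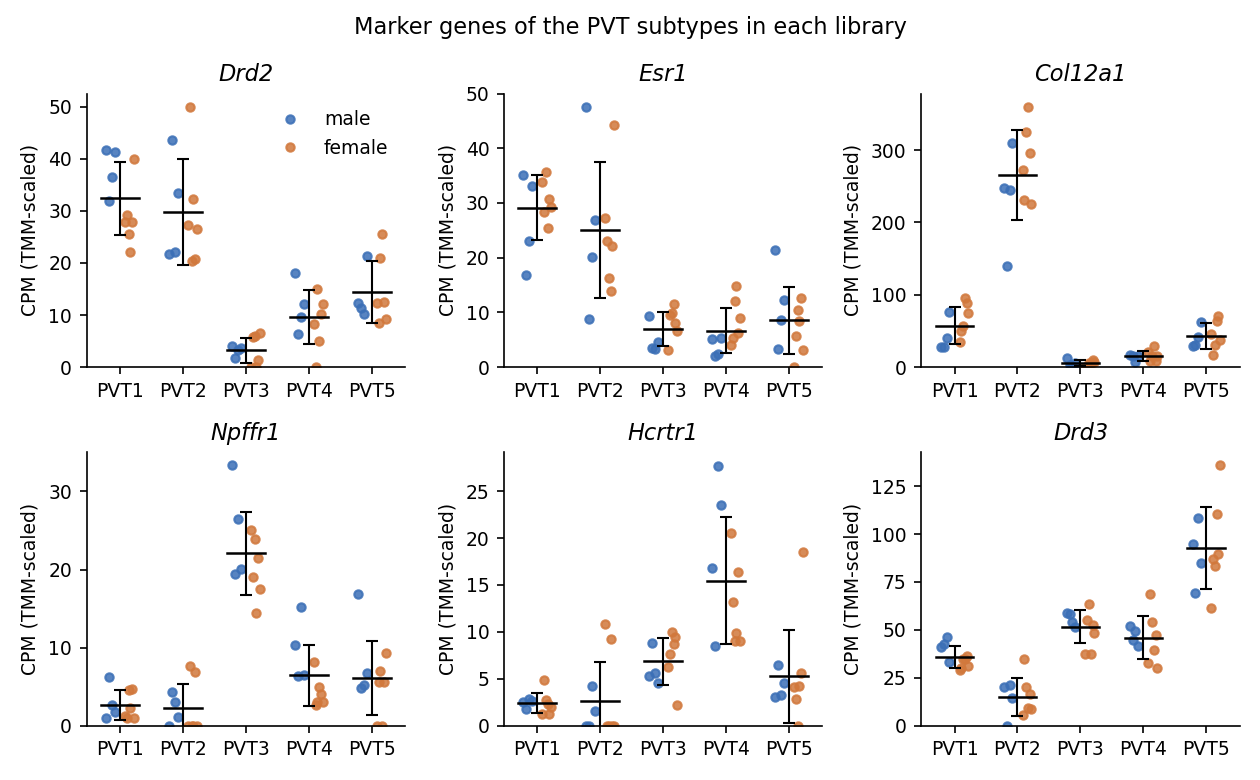
CPM of *Drd2*, *Esr1*, *Col12a1*, *Npffr1*, *Hcrtr1* and *Drd3* in the 5 PVT subtypes. Points are the 10 libraries, coloured by sex, and bars are the mean with the SD; *Drd2* is at 32.4 CPM in PVT1 and 29.8 CPM in PVT2.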

**Figure 2.**
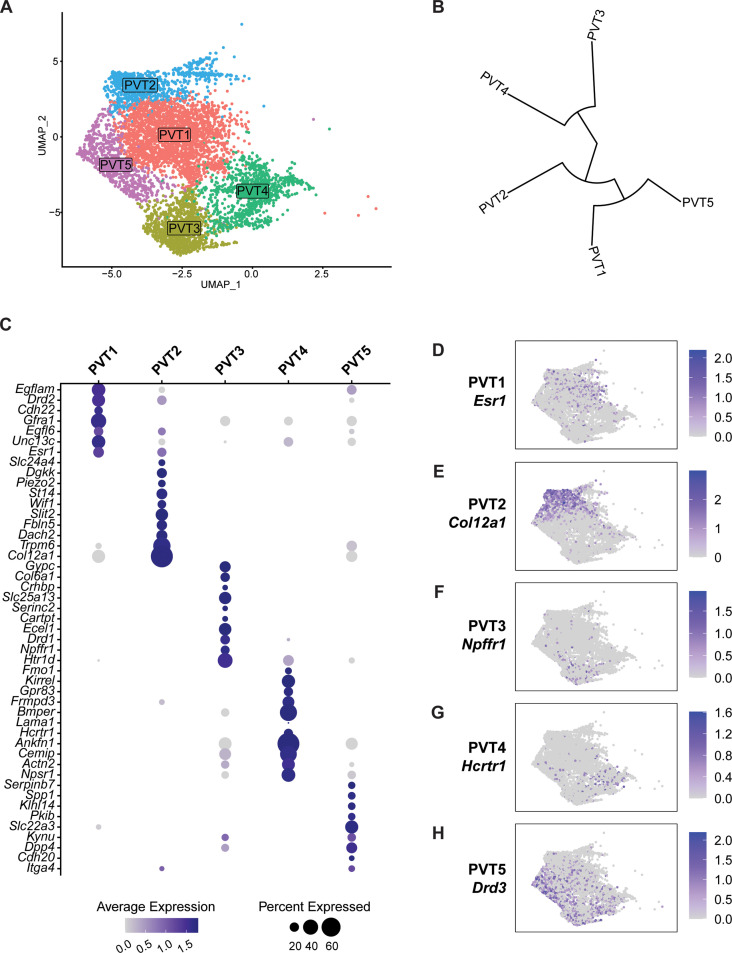
Five transcriptionally distinct neuronal subtypes are found in the paraventricular nucleus of the thalamus (PVT). (**a**) The uniform manifold approximation and projection (UMAP) plot of 5737 PVT neuronal nuclei shows five clusters. (**b**) Phylogenetic tree depicting cluster relationships based on the distance between clusters in gene expression space. (**c**) Dot plot of top gene marker average expression across PVT clusters selected based on pct. ratio value. (**d-h**) Feature plots of top marker genes (**d**) Esr1, (**e**) Col12a1, (**f**) Npffr1, (**g**) Hcrtr1, and (**h**) Drd3 for each PVT subtype.

**Figure 2—figure supplement 1.**
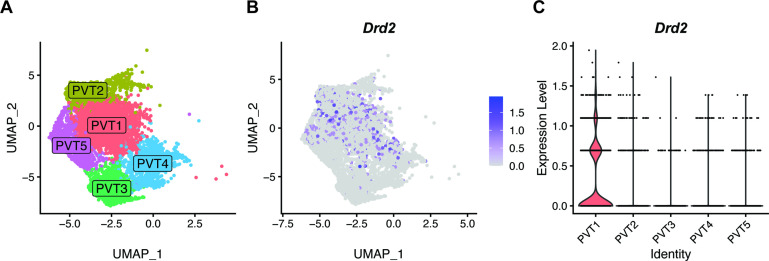
*Drd2* expression is found in PVT1 and PVT2. (**a**) The uniform manifold approximation and projection (UMAP) plot of 4067 paraventricular nucleus of the thalamus (PVT) neuronal nuclei shows five clusters. (**b**) Feature plot of *Drd2* expression across all PVT neurons. (**c**) Violin plot of *Drd2* expression level across five PVT clusters.

### Spatial distribution of five PVT neuron subtypes

We next validated the spatial distribution of our five putative PVT neuronal subtypes by employing multiplex ISH assays, where multiple rounds of ISH labeling and cleavage are performed in the same tissue sample. Using this method, we labeled the following cell type-specific markers: *Esr1* (PVT1), *Col12a1* (PVT2), *Npffr1* (PVT3), *Hcrtr1* (PVT4), and *Drd3* (PVT5) across the antero-posterior axis of the PVT (Figure 3a–g, Supplementary file 1). Following confocal imaging and post-hoc registration, we compared the relative expression of all five marker genes simultaneously across the anterior and posterior PVT. We observed that PVT1/*Esr1* and PVT2/*Col12a1* were significantly expressed in the pPVT, with little to no expression in the aPVT. In contrast, we found that PVT3/*Npffr1* and PVT4/*Hcrtr1* represented two aPVT biased cell types, which consistent with our previous report (Gao et al., 2020), are distributed in a gradient-like manner with low levels of expression localized to the dorsal pPVT. Finally, PVT5/*Drd3* was expressed across both the aPVT and pPVT in a pan-PVT-like manner (PVT5^pan^) (Figure 3i–k). We also performed quantitative analyses of our multiplex ISH-labeled samples to determine the distribution and number of positive cells for each transcript and generated a normalized transcript expression matrix (Figure 3h). From this matrix, we computed the Euclidian distances between gene markers and performed hierarchical clustering of our spatial data. Consistent with our sequencing results, we found that PVT3/*Npffr1* and PVT4/*Hcrtr1* expressing cells are more closely related than PVT1/*Esr1* and PVT2/*Col12a1* expressing cells (Figure 3—figure supplement 1a). Notably, hierarchical clustering based on our multiplex ISH data suggested that PVT3 and PVT4 are more closely related to PVT5 than PVT1 and PVT2. This difference from the sequencing phylogenetic tree is likely a result of how the distance matrices between the spatial data and the sequencing data are calculated. The spatial expression matrix compares one gene marker per cluster, providing an overview of the spatial relationship of each cluster, whereas the sequencing phylogenetic tree is generated using gene expression across all cells in a cluster, yielding a higher-resolution view of each cluster’s transcriptional relationship (Hao et al., 2021). Together, these provide information on both the spatial context and transcriptional relationship of PVT cell types (Ståhl et al., 2016).

**Figure 3.**
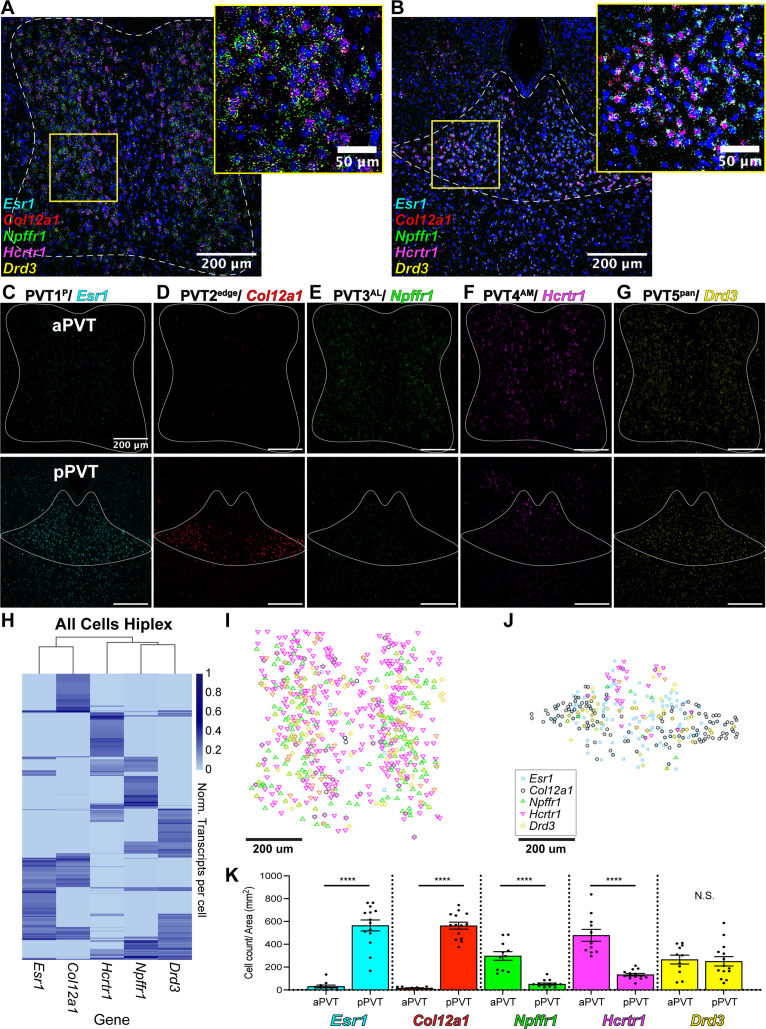
Mapping of five paraventricular nucleus of the thalamus (PVT) subtypes reveals a gradient-like segregated distribution. (**a**) RNA in situ hybridization in anterior PVT (white dotted outline) with closeup insert (right, yellow square) labeling one gene marker from each subtype: *Esr1* (light blue), *Col12a1* (red), *Npffr1* (green), *Hcrtr1* (magenta), and *Drd3* (yellow). (**b**) RNA in situ hybridization in posterior PVT (white dotted outline) with closeup insert (right, yellow square) labeling one gene marker from each subtype: *Esr1* (blue), *Col12a1* (red), *Npffr1* (green), *Hcrtr1* (magenta), and *Drd3* (yellow). (**c–g**) RNA in situ hybridization showing aPVT (top) and pPVT (bottom) of (**c**) *Esr1* from PVT1 subtype, (**d**) *Col12a1* from PVT2 subtype, (**e**) *Npffr1* from PVT3 subtype, (**f**) *Hcrtr1* from PVT4 subtype, (**g**) *Drd3* from PVT5 subtype. DAPI (blue). Scale bar 200 μm; all images are 20 X representative confocal images with brightness and contrast adjusted depicting expression patterns found in all sections from N=3 animals. (**h**) Heatmap of gene expression matrix with rows showing normalized transcripts per cell and columns showing gene markers from each PVT subtype; Left dendrogram displays hierarchical clustering by cell, top dendrogram displays hierarchical clustering by gene marker, and right bar shows heatmap legend. (**i–j**) Coordinates of positive cells from aPVT (**i**) and pPVT (**j**) with *Esr1* (blue square), *Col12a1* (black circle), *Npffr1* (green triangle), *Hcrtr1* (magenta downward triangle), *Drd3* (yellow circle) shown in the legend. (**k**) Bar graphs of the number of positive cells over the area (mm^2^) per section of *Esr1* (blue; aPVT: 30.71±11.73; pPVT: 179.78±48.05; ****p=0.0000000015, two-sided Paired sample t-test), *Col12a1* (black; aPVT: 15.85±2.95; pPVT: 563.13±30.37; ****p=0.000000000000071, two-sided Paired sample t-test), *Npffr1* (green; aPVT: 297.64±37.93; pPVT: 51.03±9.13; ****p=0.00000035), *Hcrtr1* (magenta; aPVT: 478.53±52.05; pPVT: 133.62±10.76; ****p=0.00000021), and *Drd3* (yellow; aPVT: 265.97±38.52; pPVT: 250.43±41.18; N.S., not significant, p=0.79) in aPVT and pPVT. Data from N=3 animals are shown as mean ± SEM. Each data point represents one section.

**Figure 3—figure supplement 1.**
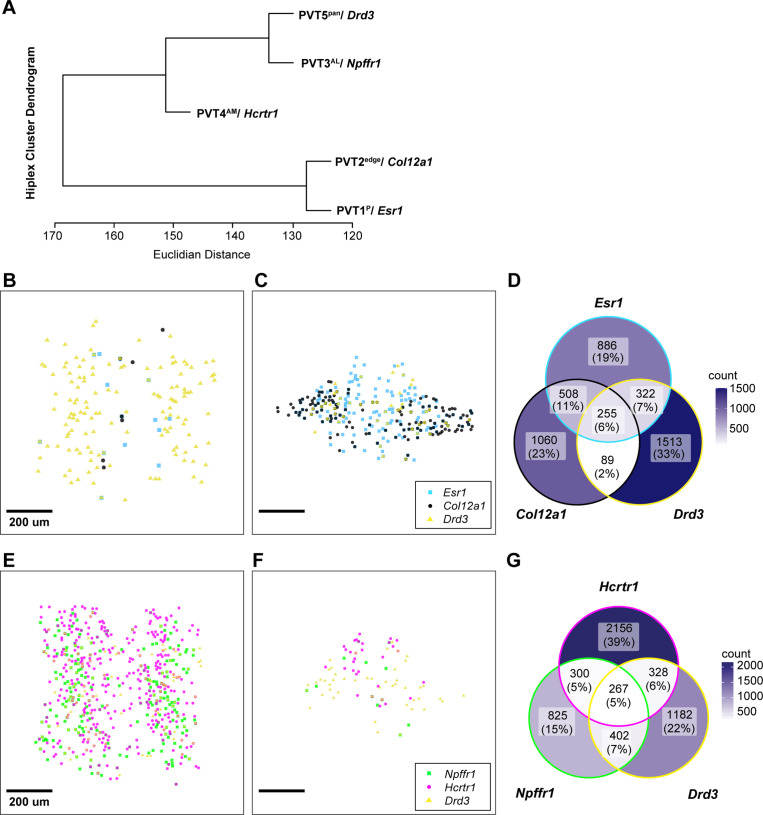
Spatial distribution and overlap across anterior- or posterior- and pan-PVT subtypes. (**a**) Dendrogram depicting Euclidian distance between cluster types based on gene transcript expression. (**b–c**) Location of positive cells expressing *Esr1* (blue square), *Col12a1* (black circle), and *Drd3* (yellow triangle) in aPVT (**b**) or pPVT (**c**). (**d**) Venn diagram of number and percent of *Esr1*-, *Col12a1*-, or *Drd3*-positive cells. (**e–f**) Location of positive cells expressing *Npffr1* (green square), *Hcrtr1* (magenta circle), or *Drd3* (yellow triangle) in aPVT (**e**) or pPVT (**f**). (**g**) Venn diagram of number and percent of *Npffr1*-, *Hcrtr1*-, or *Drd3*-positive cells. Venn Diagram legends, color intensity correlates to cell count.

**Figure 3—figure supplement 2.**
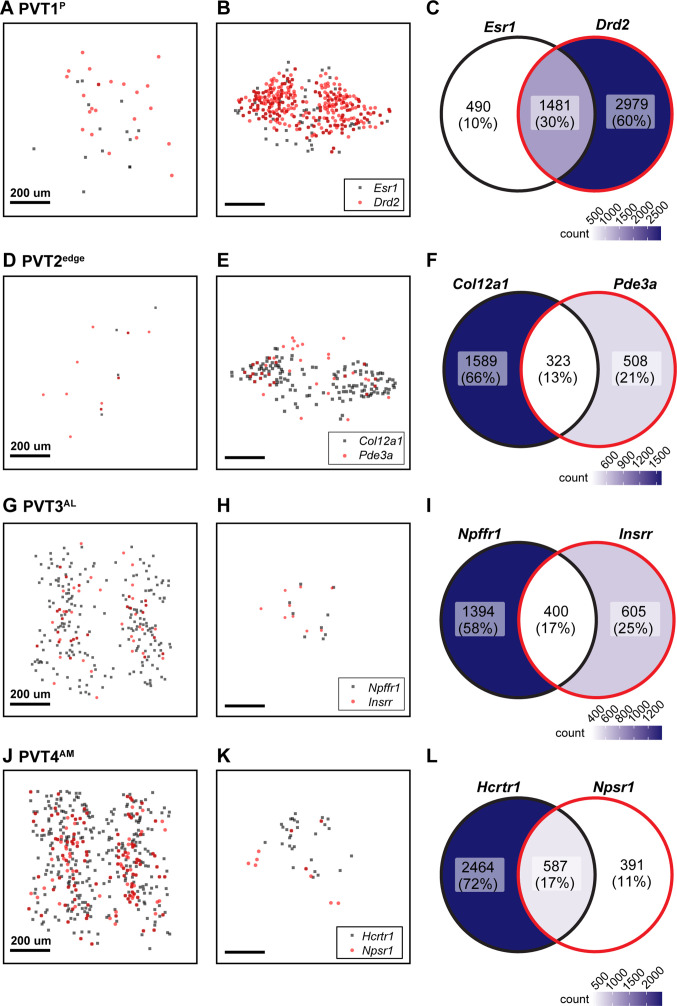
Overlap in gene expression among top markers from the same cluster. (**a–b**) Location of *Esr1* (black) or *Drd2* (red) positive cells in aPVT (**a**) or pPVT (**b**) from PVT1 subtype. (**c**) Venn diagram of cell count and percent overlap between *Esr1*- and *Drd2*-positive cells. (**d-e**) Location of *Col12a1* (black) or *Pde3a* (red) positive cells in aPVT (**a**) or pPVT (**b**) from PVT2 subtype. (**f**) Venn diagram of cell count and percent overlap between *Col12a1*- and *Pde3a*-positive cells. (**g–i**) Location of *Npffr1* (black) or *Insrr* (red) positive cells in aPVT (**a**) or pPVT (**b**) from PVT3 subtype. (**f**) Venn diagram of cell count and percent overlap between *Npffr1*- and *Insrr*-positive cells. (**j–k**) Location of *Hcrtr1* (black) or *Npsr1* (red) positive cells in aPVT (**a**) or pPVT (**b**) from PVT4 subtype. (**f**) Venn diagram of cell count and percent overlap between *Hcrtr1*- and *Npsr1*-positive cells. Venn Diagram legends, color intensity correlates to cell count. Black scale bar indicates 200 μm.

**Figure 3—figure supplement 3.**
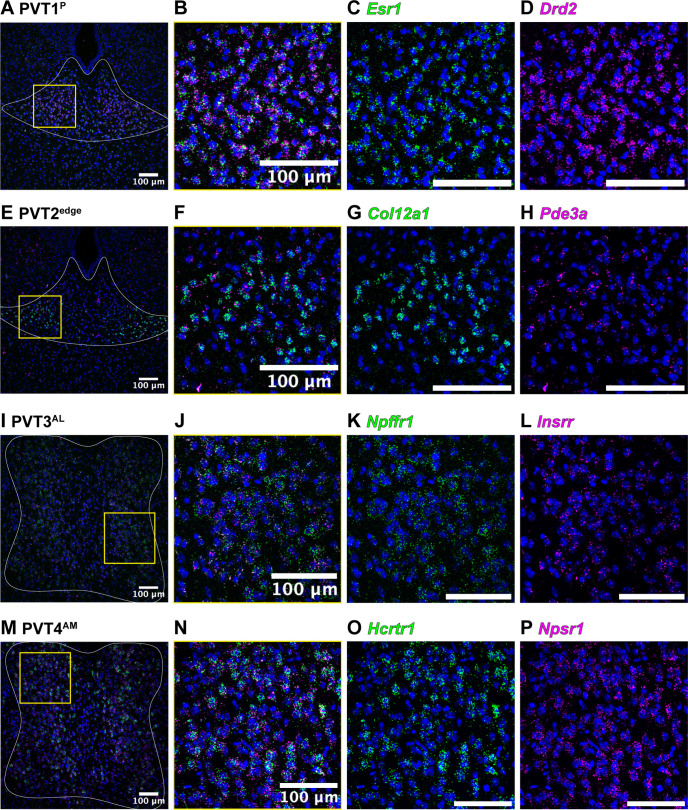
In situ hybridization of top markers from the same cluster. (**a**) In situ hybridization of *Esr1* (green), *Drd2* (magenta), and DAPI (blue) in pPVT (white outline). (**b–d**) Yellow square insert from (**a**). (**e**) In situ hybridization of *Col12a1* (green), *Pde3a* (magenta), and DAPI (blue) in pPVT (white outline). (**f–d**) Yellow square insert from (**e**). (**i**) In situ hybridization of *Npffr1* (green), *Insrr* (magenta), and DAPI (blue) in aPVT (white outline). (**j–l**) Yellow square insert from (**i**). (**m**) In situ hybridization of *Hcrtr1* (green), *Npsr1* (magenta), and DAPI (blue) in aPVT (white outline). (**n–p**) Yellow square insert from (**m**). All images are 20 X representative confocal images with brightness and contrast adjusted depicting expression patterns found in all sections from N=3 animals. White scale bar indicates 100 μm.

Plotting the locations of *Esr1*, *Col12a1*, *Npffr1*, *Hcrtr1*, and *Drd3* positive cells reveals a unique spatial segregation within the anterior-biased and posterior-biased clusters (Figure 3i–j). PVT4/*Hcrtr1* cells were localized more antero-medially (PVT4^AM^), whereas PVT3/*Npffr1* cells were expressed more antero-laterally (PVT3^AL^). Also, while PVT1/*Esr1* cells were located across the dorso-ventral axis of the pPVT (PVT1^P^), PVT2/*Col12a1* cells were restricted to the ventral portion of the pPVT and seemed to have the strongest expression at the bottom ‘edge’ of the pPVT (PVT2^edge^). To better visualize the spatial distribution among gene markers, we separately plotted pan-PVT (PVT5^pan^) cells with either the pPVT (PVT1^P^, PVT2^edge^) or the aPVT (PVT3^AL^, PVT4^AM^) biased clusters, and examined the percentage of overlap between positive cells amongst PVT subtypes (Figure 3—figure supplement 1b–g). Altogether, we find that, while there are varying degrees of overlap at the single-cell level, these gene markers largely represent spatially discrete cell types.

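In the sequenced nuclei *Esr1* was present in PVT1 and in PVT2, at 29.1 ± 5.95 and 25.0 ± 12.4 CPM (mean ± SD, n = 10 libraries). The difference from the mean of the other subtypes was 1.58 on the log2 scale in PVT1 (SE 0.20, adjusted p = 2.3e-08, higher in 10 of 10 libraries) and 1.34 in PVT2 (SE 0.23, adjusted p = 5.6e-06, higher in 8 of 10). Under the first naming rule, which left the largest cluster unnamed, the value in PVT1 fell to 0.54 (adjusted p = 0.338). *Col12a1* stood at 265 ± 62.3 CPM in PVT2, a log2 fold change of 3.69 (SE 0.18, adjusted p = 5.3e-22, 10 of 10 libraries). *Pde3a* was higher in PVT2 by 2.86 (SE 0.22, adjusted p = 3.7e-15, 10 of 10 libraries) and was not called in PVT1 (0.41, adjusted p = 0.411, higher in 2 of 10 libraries). *Col12a1* was also called in PVT1, by 0.93 (SE 0.20, adjusted p = 4.5e-04). The contrast averages logarithms; at 57.5 ± 25.2 CPM it was above the arithmetic mean of the other subtypes in only 1 of 10 libraries. The male libraries alone gave 0.69 for this value (adjusted p = 0.367), and the first naming rule turned it to -1.03 (adjusted p = 0.012). *Esr1*, *Col12a1* and *Pde3a* are naming markers of their clusters.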

Importantly, while there are several markers that appear exclusive to PVT2^edge^, some of the markers for PVT1^P^ were also expressed to a weaker degree in PVT2^edge^ (Figure 2c). Thus, to further confirm the nature of the spatial distribution of our five PVT subtypes, we selected a second set of markers for each of the aPVT biased (PVT3^AL^, PVT4^AM^) and pPVT (PVT1^P^, PVT2^edge^) biased subtypes and compared their spatial distribution to those of our prototypical PVT cluster markers (*Esr1*, *Col12a1*, *Npffr1*, and *Hcrtr1*) using multiplex ISH (Supplementary file 1). 

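*Insrr*, which encodes the insulin receptor-related receptor, stood at 46.3 ± 10.0 CPM in PVT3, 30.6 ± 16.0 CPM in PVT4 and at most 4.73 ± 2.77 CPM elsewhere (mean ± SD, n = 10 libraries). The log2 fold change of *Insrr* was 3.30 in PVT3 (SE 0.23, adjusted p = 1.2e-16, 10 of 10 libraries) and 2.58 in PVT4 (SE 0.25, adjusted p = 7.0e-12, 9 of 10 libraries). *Npsr1* stood at 209.8 ± 100.7 CPM in PVT4, 64.9 ± 28.0 CPM in PVT5 and 33.1 ± 10.2 CPM in PVT3. It was higher by 4.32 in PVT4 (SE 0.23, adjusted p = 1.0e-20, 10 of 10 libraries) and by 2.20 in PVT5 (SE 0.26, adjusted p = 4.0e-09, 6 of 10 libraries). In PVT3 the value of *Npsr1* was 0.94 (SE 0.28, adjusted p = 0.00853) and fell to 0.59 with female libraries only (adjusted p = 0.228); its CPM there was above the mean of the other subtypes in 0 of 10 libraries. *Insrr* and *Npsr1* are naming markers of PVT3 and PVT4.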

For this, we selected *Drd2*, *Pde3a*, *Insrr*, and *Npsr1*, as representative markers for subtypes PVT1^P^, PVT2^edge^, PVT3^AL^, and PVT4^AM^, respectively. Labeling of this second set of markers across the anterior and posterior PVT revealed a similar spatial distribution as our initial selected markers (i.e. AM, AL, P, edge) with only 30% or less overlap at the single-cell level among PVT subtype marker sets (Figure 3—figure supplements 2 and 3). These findings indicate that there is a high amount of diversity in gene expression even within the same PVT subtype and may suggest that, while there are only five molecular subtypes, cells within the same PVT subtype could have non-overlapping functions tied to differential gene expression.

Overall, in addition to validating the results of the snRNA-seq data, spatial mapping of our five PVT subtypes demonstrates the existence of spatially segregated, and molecularly distinct neuronal subpopulations of the PVT. As such, our data highlight a new feature of PVT cell type organization in which the PVT is structured by a combination of gradients: antero-posterior, dorsal-ventral, and medio-lateral. This arrangement of molecularly distinct cellular subtypes, wherein genetic identity and spatial distribution go hand in hand is a recurrent feature of the mammalian brain (Phillips et al., 2019; Tasic et al., 2018; Cembrowski and Spruston, 2019; Romanov et al., 2019; O’Leary et al., 2020; Moffitt et al., 2018). Importantly, molecular gradients in other thalamic nuclei, namely the thalamic reticular nucleus (TRN) and MD, have been linked to functional differences (Li et al., 2020; Mukherjee et al., 2021; Martinez-Garcia et al., 2020). The existence of a similarly close relationship between molecular identity and function among neurons of the PVT highlights how the discovery of additional molecular gradients may provide a framework for redefining the functional organization of the PVT (Gao et al., 2020; Roy et al., 2022).

### The five PVT subtypes have unique profiles of expression for neuromodulator receptors, neuromodulators, and ion channels

The PVT is a site of convergence of dense peptidergic innervation from cortical, hypothalamic, and hindbrain areas (Penzo and Gao, 2021; Kirouac, 2015; Krout and Loewy, 2000b; Kirouac et al., 2005; Kirouac et al., 2006; García-Cabezas et al., 2007; Freedman and Cassell, 1994; Vertes et al., 2010; Curtis et al., 2020). As such, previous studies have indicated a segregated distribution and differential effects of neuromodulatory innervation and receptors along the antero-posterior axis of the PVT (Pandey et al., 2019; Barson et al., 2015; Chen et al., 2015; Barson et al., 2017; Barrett et al., 2021; Matzeu et al., 2016). To examine differences in genes that encode for proteins that regulate cellular excitability or function, we compared the expression of top differentially expressed neuromodulator receptors, neuromodulators, and ion channels across our five PVT subtypes (Figure 4a–c, Supplementary file 1). In addition to many neuromodulatory systems previously reported in the PVT, such as the orexin/hypocretin (*Hcrtr1*/*Hcrtr2*) (Kirouac et al., 2005), endogenous opioid (*Oprk1/Oprm1*) (Chen et al., 2015; Vollmer et al., 2022; Zhu et al., 2016; Goedecke et al., 2019; Bengoetxea et al., 2020), and dopamine system (*Drd2*) (Clark et al., 2017; Beas et al., 2018; Zhang et al., 2015; Zhang et al., 2016), our data revealed the existence of many previously uncharacterized neuromodulatory receptors and ion channel subunits across the five PVT subtypes. For example, *Npffr1,* the gene encoding neuropeptide FF receptor 1*,* is represented in the PVT3^AL^ subtype, whereas *Ldlr,* the gene encoding for low-density lipoprotein receptor, is found in the PVT1 subtype (Figure 4a). Furthermore, within the same neuromodulatory system, we found differences in receptor family expression across PVT types. For instance, dopamine receptor genes *Drd1* and *Drd3* were identified in PVT3 ^AL^ and PVT5 ^pan^ subtypes, respectively, whereas *Drd2* predominated in the PVT1^P^ subtype. Similarly, glycine receptor genes *Glra2* and *Glra3* were differentially represented across PVT4 and PVT5 subtypes, respectively (Figure 4a).

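For gene families fixed from the names of receptors, neuropeptides and ion channels, a test for any difference among the 5 subtypes was made on the same sums. Of 46 receptor genes tested 42 (91.3%) differed at an adjusted p under 0.05, 43 when adjusted over the list alone. Of 8 neuropeptide and neuromodulator genes 7 (87.5%) differed, and 8 when adjusted over the list alone. Random sets of genes of like expression gave 31.1% and 21.1% on average. In this permutation test the share was reached by random sets of receptors' size at p = 1e-04, the smallest value that 10000 random sets can give, and of neuropeptides' size at p = 3e-04 (1.3e-04 and 3e-04 adjusted over the 4 lists tested). Among all 10018 genes 2707 (27.0%) differed. With the ion channels added, 162 of 208 genes (77.9%) differed, 171 when adjusted over the list alone, and leaving out the filter on low counts moved this count most, to 218. When 100 random gene sets were tested in the same way, 9 had p under 0.05, so the test is slightly liberal. Receptor genes such as *Drd2*, *Drd3*, *Npffr1*, *Insrr* and *Npsr1* are naming markers of subtypes, so for these genes a difference among subtypes is built in. No receptor share without the naming markers is given, so their part in the excess over random sets stays open.

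**Figure D5:**
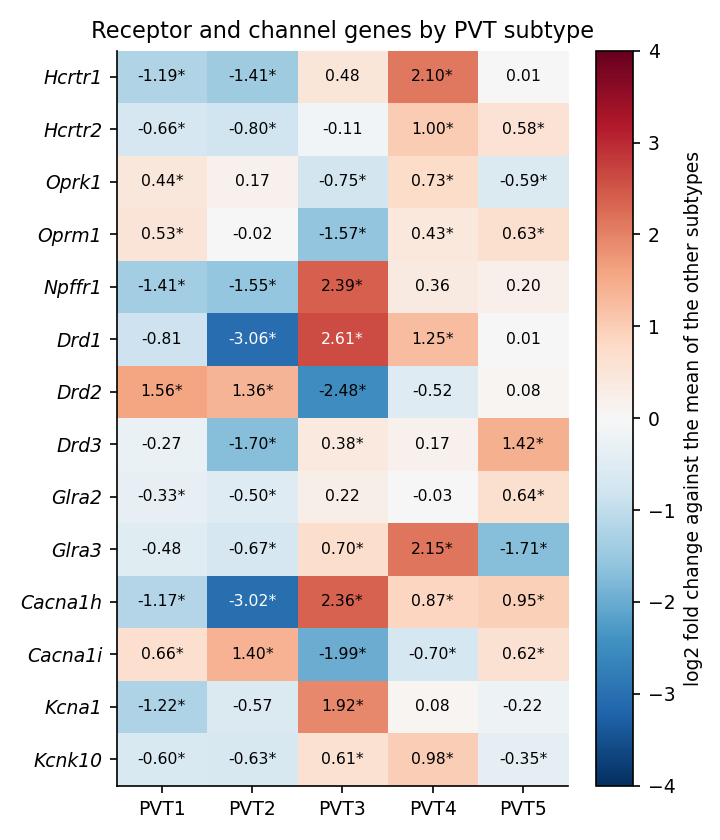
Log2 fold change of 14 receptor and ion channel genes in each of the 5 PVT subtypes against the mean of the other 4, from sums over 10 libraries. An asterisk marks an adjusted p under 0.05; *Hcrtr1* and *Drd1* are from the fit without the filter on low counts, and *Drd1* is at 2.61 in PVT3.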

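*Hcrtr1* had too few UMIs for edgeR's filter; without the filter it was higher in PVT4 by 2.10 on the log2 scale (SE 0.28, adjusted p = 6.6e-08, 10 of 10 libraries), at 15.5 ± 6.74 CPM (mean ± SD, n = 10 libraries). It is a naming marker of PVT4, whereas *Hcrtr2*, *Oprk1* and *Oprm1* are not naming markers. *Hcrtr2* was higher in PVT4 by 1.00 (SE 0.14, adjusted p = 1.2e-07, 10 of 10 libraries) and in PVT5 by 0.58 (SE 0.14, adjusted p = 0.00414, 9 of 10 libraries). The PVT5 value was not past the threshold in male libraries alone (0.44, adjusted p = 0.166) or under the first naming rule (0.43), and without female replicate 2 it was 0.48, under the log2 limit. *Oprk1* was highest in PVT4, at 81.8 ± 12.4 CPM, by 0.73 (SE 0.12, adjusted p = 6.0e-06, 10 of 10 libraries), and was also higher in PVT1 by 0.44 (SE 0.12, adjusted p = 0.00788, 8 of 10 libraries). With female libraries only, the PVT1 value of *Oprk1* was 0.36 (adjusted p = 0.071). *Oprm1* was high in PVT5, PVT1 and PVT4, at 326 ± 38.2, 309 ± 26.6 and 292 ± 54.2 CPM, and lowest in PVT3, at 96.8 ± 21.8 CPM. In PVT3 its log2 fold change was -1.57 (SE 0.09, adjusted p = 8.9e-20, lower in 10 of 10 libraries). For PVT1 the first naming rule lowered *Oprm1* from 0.53 to 0.25 (adjusted p = 0.089), without female replicate 4 it was just under the log2 limit (0.498), and for PVT4 the male libraries alone gave 0.39 in place of 0.43 (adjusted p = 0.116).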

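*Npffr1* stood at 22.1 ± 5.35 CPM in PVT3 and at most 6.43 ± 3.95 CPM in the other subtypes (mean ± SD, n = 10 libraries). Its log2 fold change in PVT3 was 2.39 (SE 0.28, adjusted p = 7.8e-10, 10 of 10 libraries), and it is a naming marker of PVT3.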

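*Drd1* had too few UMIs for edgeR's filter. Without the filter it stood at 23.2 ± 9.54 CPM in PVT3 and 10.7 ± 6.69 CPM in PVT4 (mean ± SD, n = 10 libraries), with log2 fold changes of 2.61 (SE 0.26, adjusted p = 1.2e-11, 10 of 10 libraries) and 1.25 (SE 0.29, adjusted p = 0.00221, 6 of 10 libraries). *Drd3* stood at 92.6 ± 21.5 CPM in PVT5 and 51.8 ± 8.61 CPM in PVT3, the next highest subtype. In PVT5 *Drd3* was higher by 1.42 (SE 0.13, adjusted p = 1.5e-12, 10 of 10 libraries), and it is a naming marker of PVT5. In PVT3 it was higher by 0.38 (SE 0.13, adjusted p = 0.031, 7 of 10 libraries), a value that single libraries decide: without male replicate 4 it was 0.38 (adjusted p = 0.065) and without female replicate 3 it was 0.36 (adjusted p = 0.090).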

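*Glra2* was highest in PVT5, at 116 ± 16.0 CPM, with a log2 fold change of 0.64 (SE 0.08, adjusted p = 3.9e-08, 10 of 10 libraries). In PVT4 it stood at 80.1 ± 12.7 CPM, which is -0.03 on the log2 scale against the other subtypes (SE 0.09, adjusted p over 0.99, higher in 2 of 10 libraries). The sign of that small value turned with female libraries only (0.033) and at a clustering resolution of 0.3 (0.053). *Glra3* was highest in PVT4, at 66.2 ± 14.6 CPM, with a log2 fold change of 2.15 (SE 0.17, adjusted p = 5.7e-15, 10 of 10 libraries). In PVT5 *Glra3* stood at 7.35 ± 3.69 CPM, the lowest of the subtypes, with a log2 fold change of -1.71 (SE 0.23, adjusted p = 1.0e-07, lower in 10 of 10 libraries). It was also higher in PVT3 by 0.70 (SE 0.18, adjusted p = 0.00237, 6 of 10 libraries), though not past the threshold in male libraries alone (0.75, adjusted p = 0.085) or female libraries alone (0.50, adjusted p = 0.095). *Glra2* and *Glra3* are not naming markers.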

**Figure 4.**
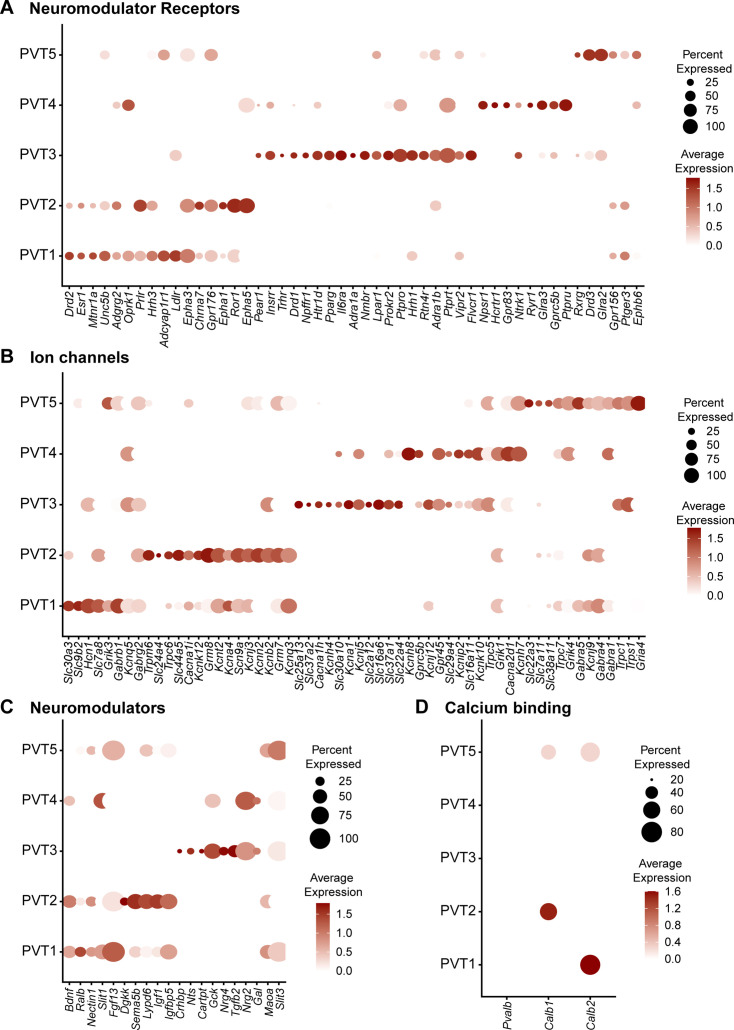
Five paraventricular nucleus of the thalamus (PVT) subtypes have diverse neuromodulator receptor, neuromodulator, and ion channel expression. (**a**) Dot plot depicting neuromodulator receptor gene expression across five PVT subtypes. (**b**) Dot plot depicting ion channel gene expression across five PVT subtypes. (**c**) Dot plot depicting neuromodulator gene expression across five PVT subtypes. (**d**) Dot plot depicting calcium binding gene (column) expression across five PVT subtypes. Legend: top, percent of nuclei in each cluster expressing a given gene; bottom, color intensity corresponding to average gene expression level.

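Of 154 ion channel genes tested, 113 (73.4%) differed among the 5 PVT subtypes at an adjusted p under 0.05, and 120 when adjusted over the list alone. In 10000 random lists of equal size, matched on mean expression, 39.1% of genes differed on average, with 95% of the lists between 32.5% and 46.1%. No random list reached the share of the ion channels (permutation test, p = 1e-04, the smallest these lists can give). The list was fixed from gene names and did not take into account which channels the study found to differ.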

Given that differential expression of ion channel genes may be linked to divergence in the intrinsic membrane properties of PVT neurons, we compared ion channel gene expression across PVT types and observed substantial heterogeneity (Figure 4b; Kolaj et al., 2012; Kolaj et al., 2014; Zhang et al., 2009; Zhang et al., 2010). T-type calcium (Ca^2+^) channels have been documented to contribute to the unique membrane properties and overall excitability of PVT neurons (Kolaj et al., 2012; Kolaj et al., 2014; Zhang et al., 2009; Richter et al., 2005). Interestingly, we found that while T-type Ca^2+^ channel subunit gene *Cacana1h* was most robustly expressed in PVT3^AL^ subtype, *Cacna1i* was differentially expressed in PVT2^edge^ subtypes and to a lesser extent PVT5^pan^ (Figure 4b). Similarly, we observed that potassium channel genes *Kcna1* and *Kcnk10* were differentially expressed in PVT3^AL^ and PVT4^AM^ subtypes. Such differential expression of voltage-gated potassium channels may further underlie variability in the membrane properties of PVT neurons (Figure 4b; Kolaj et al., 2012). 

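*Cacna1h* stood at 22.4 ± 6.80 CPM in PVT3, with a log2 fold change of 2.36 (SE 0.22, adjusted p = 1.0e-12, 10 of 10 libraries). Lower levels were found in PVT5 (10.1 ± 5.89 CPM) and PVT4 (9.30 ± 4.65 CPM), where it was still higher on the log2 scale by 0.95 (SE 0.25, adjusted p = 0.00548) and 0.87 (SE 0.25, adjusted p = 0.0087), though above the arithmetic mean of the others in 3 and 5 of 10 libraries. Without male replicate 2 the PVT4 value was 0.72 (adjusted p = 0.062). *Cacna1i* stood at 55.0 ± 16.6 CPM in PVT2, a log2 fold change of 1.40 (SE 0.17, adjusted p = 2.1e-09, 9 of 10 libraries). In PVT5, at 35.9 ± 8.11 CPM, it was higher by 0.62 (SE 0.17, adjusted p = 0.012, 7 of 10 libraries), and the male libraries alone gave 0.47 (adjusted p = 0.228). *Cacna1i* was at a like level in PVT1, 36.9 ± 8.26 CPM, with a log2 fold change of 0.66 (SE 0.16, adjusted p = 0.00287, 9 of 10 libraries).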

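*Kcna1* stood at 50.9 ± 18.4 CPM in PVT3 and 18.1 ± 6.83 CPM in PVT4. The log2 fold change of *Kcna1* was 1.92 in PVT3 (SE 0.15, adjusted p = 8.0e-15, 10 of 10 libraries) and 0.08 in PVT4 (SE 0.18, adjusted p = 0.973, 4 of 10 libraries). The small value of Kcna1 in PVT4 turned negative with female libraries only (-0.083), without male replicate 2 (-0.023) and under the first naming rule (-0.0094). *Kcnk10* stood at 194 ± 35.1 CPM in PVT4 and 159 ± 23.6 CPM in PVT3, and at most 93.2 ± 14.1 CPM elsewhere. It was higher by 0.98 in PVT4 (SE 0.08, adjusted p = 1.3e-13) and by 0.61 in PVT3 (SE 0.08, adjusted p = 6.5e-08), in 10 of 10 libraries each.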

Altogether, these findings highlight how our transcriptomic database may serve as a resource to identify key markers for future functional investigations, including genetic targeting of specific cell types.

Finally, we compared the gene expression of certain Ca^2+^ binding proteins, including *Pvalb*, *Calb1*, and *Calb2* across the five PVT subtypes (Figure 4d). *Calb2*, the gene encoding calretinin, is a common gene marker used to identify PVT neurons that have recently been implicated in arousal signaling (Mátyás et al., 2018; Hua et al., 2018). Here, we find that *Calb2* expression is found in PVT1^P^ and PVT5^pan^, which is consistent with previous reports that expression of this gene is found across the PVT (Mátyás et al., 2018; Hua et al., 2018). 

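*Calb2* stood at 203 ± 64.6 CPM in PVT1, 155 ± 43.6 CPM in PVT2, 155 ± 42.4 CPM in PVT5, 135 ± 38.0 CPM in PVT3 and 127 ± 35.4 CPM in PVT4 (mean ± SD, n = 10 libraries). It was higher in PVT1 by 0.52 on the log2 scale (SE 0.13, adjusted p = 0.00435, 10 of 10 libraries). The value of Calb2 in PVT1 was not past the threshold in male libraries alone (0.51, adjusted p = 0.623) or under the first naming rule (0.41, adjusted p = 0.076), and it was 0.49, under the log2 limit, without male replicate 2 or female replicate 2. In PVT5 its log2 fold change was 0.02 (SE 0.14, adjusted p over 0.99, higher in 4 of 10 libraries), and the sign turned when female replicate 3 (-0.032) or female replicate 4 (-0.011) was left out. With nuclei thinned to 2000 UMIs, 31.8 ± 9.73% of PVT1 and 26.1 ± 6.67% of PVT5 nuclei had a *Calb2* UMI, and 20.4% to 26.6% of the other subtypes. Oligodendrocytes at the same depth had one in 18.1 ± 12.3% of nuclei by library and in 30.5% when pooled, so that these shares cannot be read apart from free RNA. The median depth before thinning was 11714 UMIs in PVT1, 13735 in PVT5 and 2759 in the oligodendrocytes.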

*Calb1*, the gene encoding calbindin 1 (CB), and *Pvalb*, the gene encoding parvalbumin (PV), are classical markers used in a thalamic classification system to segregate between what are known as ‘core’ and ‘matrix’ thalamic relay cells (Jones and Hendry, 1989). PV-expressing ‘core’ thalamic cells are defined by their topographical and dense projections to the middle layers of defined cortical regions, whereas CB-expressing ‘matrix’ thalamic cells instead send diffuse projections across unrestricted superficial cortical fields (Jones, 1998a; Jones, 1998b; Jones, 2001). From these projection patterns, ‘core’-containing thalamic regions have often been deemed first-order thalamic nuclei, such as principal sensory thalamic relay nuclei (Sherman and Guillery, 2002). On the other hand, ‘matrix’-containing regions that lack ‘core’ cells are often referred to as higher-order thalamic nuclei, such as the midline and intralaminar nuclei (Sherman and Guillery, 2002). 

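*Pvalb*, which encodes parvalbumin, was near the limit of detection in PVT-like neurons, with mean levels between 0.672 CPM in PVT2 and 1.25 CPM in PVT5. No subtype was called higher, and the adjusted p was 0.94 or more in each without edgeR's filter, which *Pvalb* did not pass. The largest log2 fold change was -0.53 in PVT2 (adjusted p = 0.943, higher in 2 of 10 libraries). At 2000 UMIs per nucleus, a *Pvalb* UMI was found in 0.323 ± 1.02% of PVT2 to 0.616 ± 1.30% of PVT5 nuclei and in 0.0271 ± 0.0856% of oligodendrocytes (mean ± SD, n = 10 libraries). These nuclei had medians of 12621, 13735 and 2759 UMIs before thinning, and the PVT shares rest on 1 and 2 nuclei, so that no difference was detectable at this depth.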

Consistent with descriptions of the PVT as a higher-order midline thalamic structure, all five PVT subtypes lacked *Pvalb* expression (Figure 4d; Jones and Hendry, 1989; Jones, 2001). Notably, *Calb1* expression was only found in PVT2^edge^ and PVT5^pan^ subtypes, with higher expression in PVT2^edge^. This result alongside other studies lends support to the notion that the core and matrix dichotomy is not a sufficient classification system to encompass all thalamic cell types (Phillips et al., 2019; Clascá et al., 2012; Halassa and Sherman, 2019).

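*Calb1* stood at 124 ± 39.2 CPM in PVT2 and 71.9 ± 15.0 CPM in PVT5, followed by 60.9 ± 9.54 CPM in PVT1, 52.7 ± 9.86 CPM in PVT4 and 20.0 ± 5.09 CPM in PVT3 (mean ± SD, n = 10 libraries). The log2 fold change was 1.38 in PVT2 (SE 0.11, adjusted p = 4.3e-15, 10 of 10 libraries) and 0.44 in PVT5 (SE 0.11, adjusted p = 0.00519, 8 of 10 libraries). Without female replicate 5 the PVT5 value was 0.35 (adjusted p = 0.061), and in male libraries alone 0.32 (adjusted p = 0.366). In nuclei thinned to 2000 UMIs, 22.4 ± 8.45% of PVT2 and 12.4 ± 4.14% of PVT5 nuclei had a *Calb1* UMI. The shares were 11.2 ± 3.52% in PVT1, 9.00 ± 2.31% in PVT4 and 4.58 ± 1.48% in PVT3, against 4.85 ± 3.77% in oligodendrocytes by library and 8.92% when pooled. The PVT3 share was thus not above the level of free RNA. Pooled over libraries the shares were 18.8% in PVT2, 12.3% in PVT5, 10.6% in PVT1, 9.30% in PVT4 and 4.73% in PVT3, so that those of PVT5, PVT1 and PVT4 were close to the pooled background. *Calb1* was not called in PVT1 (0.13, adjusted p = 0.775) or PVT4 (-0.13, adjusted p = 0.688). Median depths before thinning were 12621 UMIs in PVT2, 13735 in PVT5, 11714 in PVT1, 11689 in PVT4, 10595 in PVT3 and 2759 in oligodendrocytes.

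**Figure D6:**
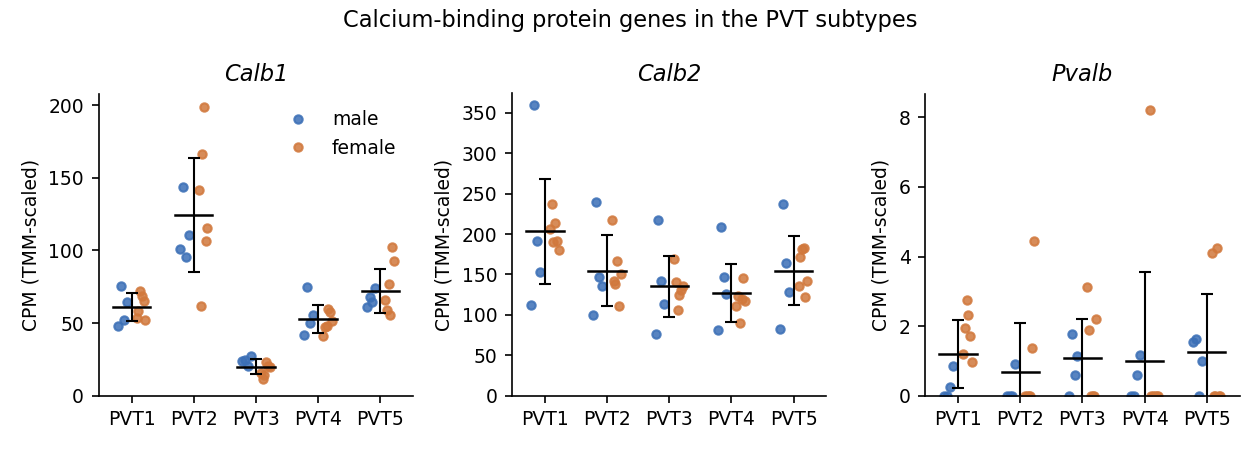
CPM of *Calb1*, *Calb2* and *Pvalb* in the 5 PVT subtypes. Points are the 10 libraries, coloured by sex, and bars are the mean with the SD; *Calb1* is at 124 CPM in PVT2 and 71.9 CPM in PVT5.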

### Cross-validation with ThalamoSeq dataset reveals an overlap between PVT subtypes and thalamic cortical projectors

To cross-reference our snRNA-seq dataset of the mouse midline thalamus, we performed integration using RPCA together with the recently published ThalamoSeq RNA-Seq atlas (thalamoseq.janelia.org), which contains single-cell sequenced thalamic cells that project to either motor, auditory, visual, somatosensory, or prefrontal cortices (PFC) (Figure 5, Figure 5—figure supplement 1; Phillips et al., 2019; Hao et al., 2021). Upon clustering analysis and plotting the UMAP of the integrated dataset with all midline-thalamic and BSTpr neurons, we found that our midline-thalamic dataset and the ThalamoSeq dataset contained mostly non-overlapping transcriptomes (Figure 5—figure supplement 1). Next, we performed integration of the ThalamoSeq dataset and PVT neurons specifically (Figure 5a–b). By mapping the integrated dataset based on cortical projection location from the ThalamoSeq cells or their original cluster identity (either PVT1-5 or ThalamoSeq), we could observe the cluster relationship between ThalamoSeq cortical projection location and our five PVT molecular subtypes (Figure 5c–e). DGE analysis on the integrated dataset revealed that our original PVT subtypes (PVT1-5) could be mapped onto clusters 0, 1, 3, 5, and 4, respectively, of the integrated dataset (Supplementary file 1, Figure 5a and c). Following this, comparing the proportion of cortical-projectors in the integrated dataset showed that the clusters representing PVT1^P^ and PVT2^edge^ contained overlap with PFC-projectors, whereas, unexpectedly, the cluster representing PVT4^AM^ had a small amount of overlap with auditory and visual projectors (Figure 5b). The clusters representing PVT3^AL^ and PVT5^pan^ exhibited a small degree of overlap with prefrontal and visual cortical projectors, respectively (Figure 5b). Notably, the greatest amount of overlap was observed between ThalamoSeq PFC-projectors and the PVT2^edge^ subtype, represented in cluster 1 of the integrated dataset. Next, we performed conserved marker analysis across these five integrated clusters and confirmed that *Col12a1* is a conserved marker across PFC-projectors and PVT2^edge^ cells (Figure 5f, Supplementary file 1). These findings suggest that the *Col12a1*-positive PVT2^edge^ subtype represents a subpopulation of neurons that project to the PFC, which is consistent with prior studies indicating that pPVT neurons are anatomically linked to the prelimbic cortex (PL) in a cortico-thalamocortical loop (Gao et al., 2020; Li and Kirouac, 2008; Moga et al., 1995; Li and Kirouac, 2012). To investigate whether, as predicted by our integration analysis PVT neurons projecting to the PFC reside along the ventral edge of the pPVT and express *Col12a1*, we injected green fluorescent retrobeads into the PL and used multiplex RNAScope to label *Col12a1* (PVT2^edge^ marker) and *Drd2* (PVT1^P^ marker) mRNA in posterior PVT sections. Consistent with the RPCA analysis, the results of this experiment revealed that the majority of retrobeads-labeled cells resided in the ventral edge of the PVT and partially co-localized with Col12a1-expressing cells (Figure 5—figure supplement 2). Also, in agreement with our results, anatomical tracing studies from the Mouse Connectome Project revealed that PVT efferent and afferent connectivity with the PL is restricted to the ventral edge of the pPVT (Figure 5—figure supplement 3, https://www.mouseconnectome.org/; Zingg et al., 2014). Given that the cluster representing PVT4^AM^ overlapped with auditory and visual cortical projectors, we next employed the Allen Brain Mouse Connectivity Atlas Target Search Tool to look for auditory and visual areas that receive innervation by the PVT (Figure 5—figure supplement 4, https://connectivity.brain-map.org/). Consistent with the results from our comparative analysis with the ThalamoSeq dataset, this search revealed four experiments demonstrating that anterior-biased thalamic regions including the aPVT (but not the pPVT) send projections to known auditory and visual cortical areas, such as the temporal association cortex (Figure 5—figure supplement 4). Collectively, the integrative analysis performed here supports that different PVT subtypes, namely PVT1^P^, PVT2^edge^, and PVT4^AM^, share conserved markers with different thalamo-cortical projectors.

**Figure 5.**
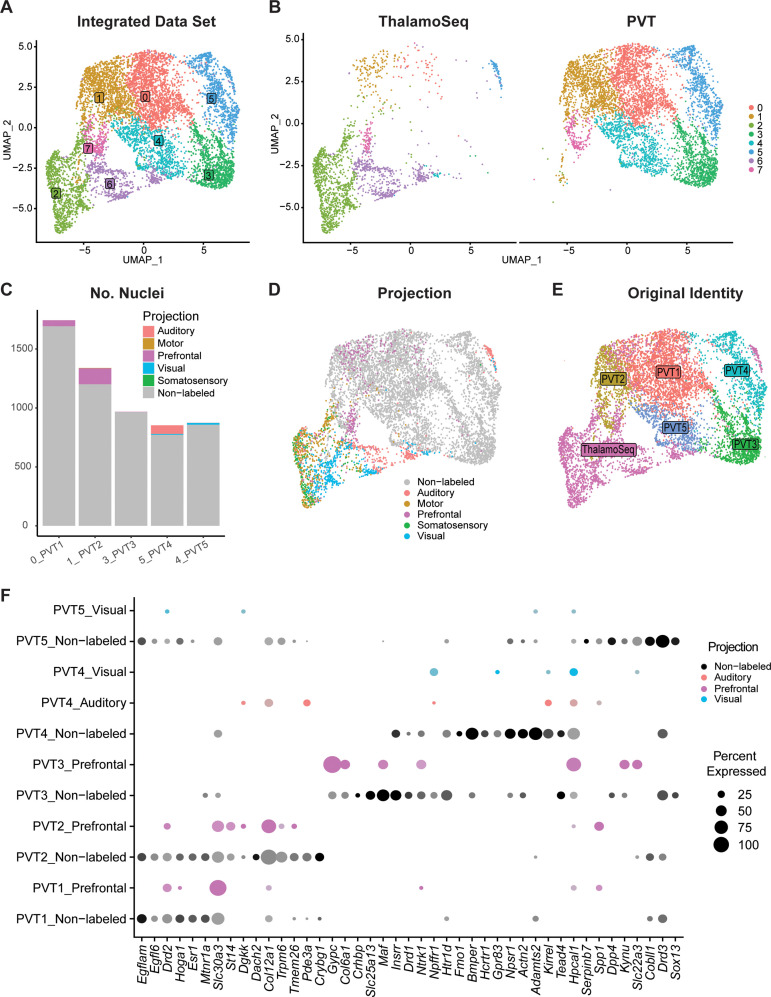
Cross-validation with ThalamoSeq dataset reveals overlap between paraventricular nucleus of the thalamus (PVT) subtypes and thalamic cortical projectors. (**a**) The uniform manifold approximation and projection (UMAP) plot of 7709 cells or nuclei from combined datasets annotated by cluster identity. (**b**) The same cells/nuclei are separated by the study of origin: ThalamoSeq (left) and present study (right) (**c**) Proportion of nuclei from each cortical projection target in the clusters that represent the molecular PVT subtypes from the integrated dataset: 0=PVT1, 1=PVT2, 3=PVT3, 5=PVT4, 4=PVT5. (**d**) The same cells/nuclei are colored by the cortical projection target. (**e**) The same cells/nuclei are colored by the original identity. (**f**) Dot plot of PVT representing clusters (0,1,3, 5, 4) in the integrated dataset depicting expression of genes obtained from the conserved marker analysis (Supplementary file 1) split by projection identity.

**Figure 5—figure supplement 1.**
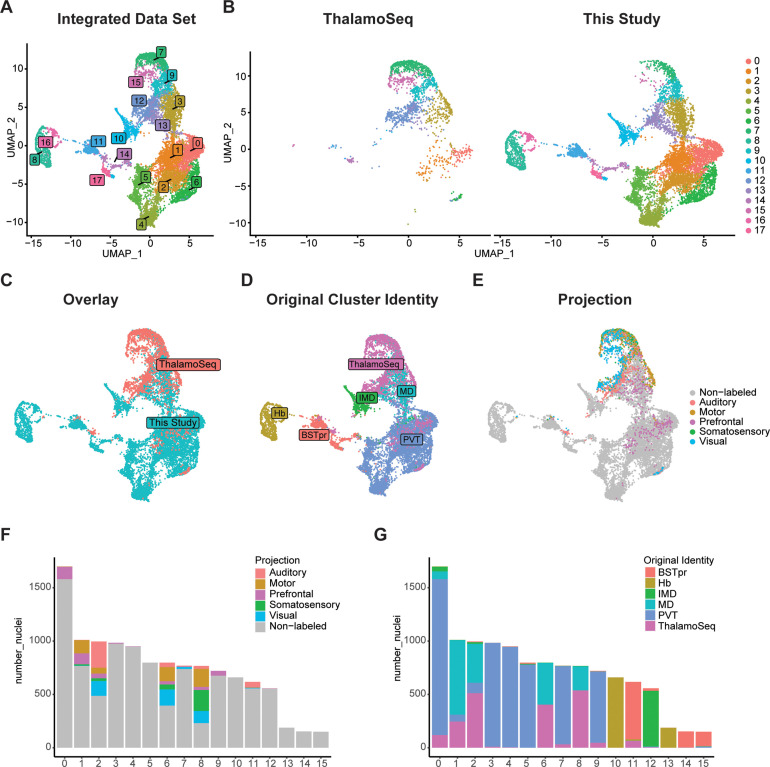
RPCA-based integration with ThalamoSeq dataset and all neurons from the present study reveals mostly non-overlapping transcriptomes. (**a**) The uniform manifold approximation and projection (UMAP) plot of 11,817 cells or nuclei from combined datasets annotated by cluster identity. (**b**) The same cells/nuclei are separated by the study of origin: ThalamoSeq (left) and present study (right) and overlayed in (**c**). (**d**) The same cells/nuclei are colored by the original identity. (**e**) The same cells/nuclei are colored by the cortical projection target. (**f**) Proportion of nuclei in each cluster labeled by cortical projection target. (**g**) Proportion of nuclei in each cluster labeled by original identity.

**Figure 5—figure supplement 2.**
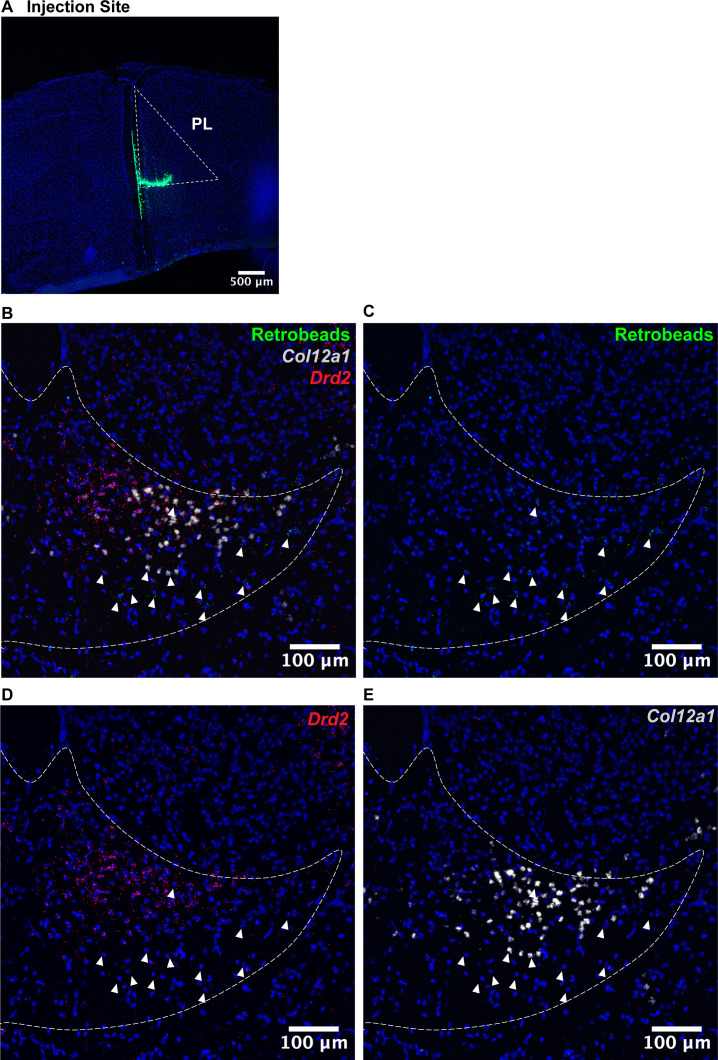
PL-projecting pPVT neurons are localized to the ventroposterior edge of the paraventricular nucleus of the thalamus (PVT) and partially overlap with *Col12a1*. (**a**) Representative image of the injection site of green fluorescent retrobeads in the prelimbic cortex (PL). (**b–e**) Representative image of the localization of retrobeads (green) and *Col12a1* mRNA (light grey) and *Drd2* mRNA (red) in the posterior PVT. N=2.

**Figure 5—figure supplement 3.**
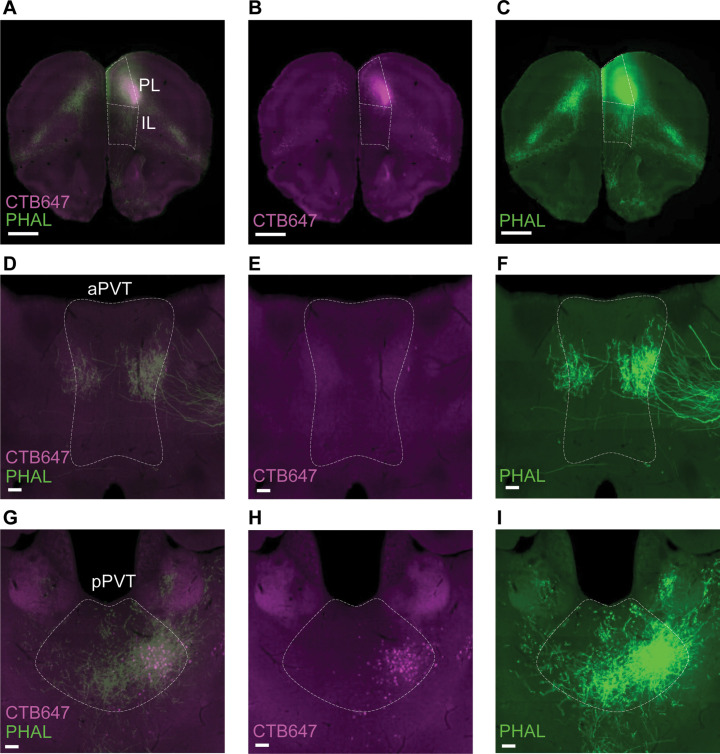
Dual anterograde and retrograde tracing from the prelimbic cortex (Mouse Connectome Project Experiment SW120125-02A). (**a–c**) Representative image of the injection site in the prelimbic cortex (PL) of retrograde tracer CTB647 (magenta) and anterograde tracer PHAL (green); Scale bar 1 mm. (**d-f**) Representative image of retrogradely labeled cells (magenta) and anterogradely labeled fibers (green) in the aPVT; Scale bar 100 μm. (**g–i**) Representative image of retrogradely labeled cells (magenta) and anterogradely labeled fibers (green) in the pPVT; Scale bar 100 μm. Legend: IL, infralimbic cortex; https://www.mouseconnectome.org/.

**Figure 5—figure supplement 4.**
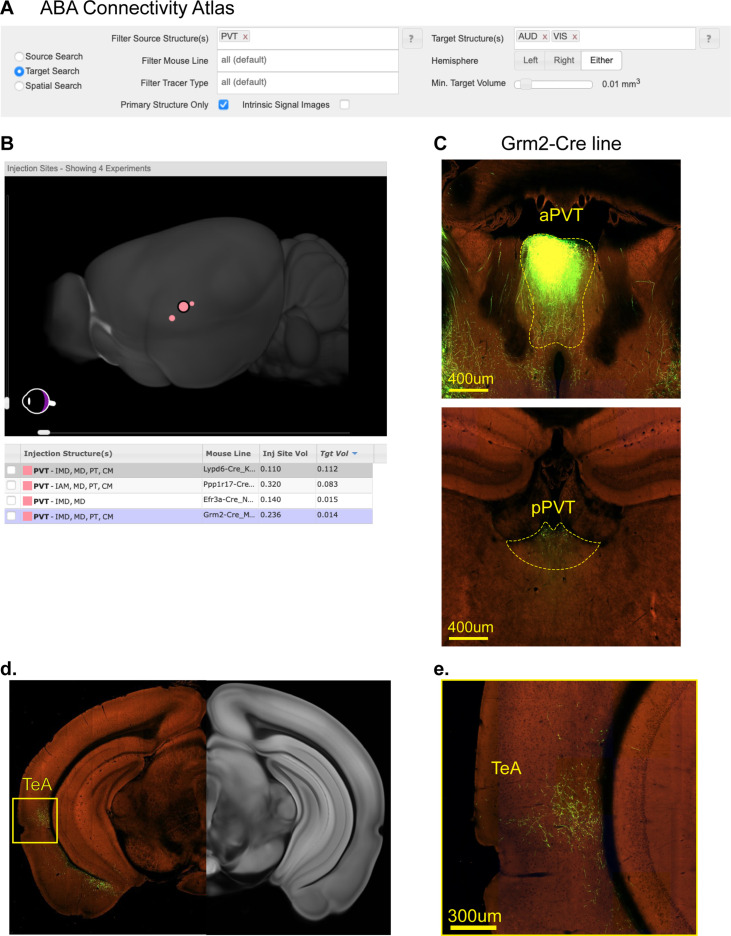
Projections from aPVT to Auditory and Visual cortical areas. (**a**) Schematic of Target Search tool used to identify experiments where projections from the PVT to Auditory (AUD) and Visual (VIS) areas were detected (Mouse Brain Connectivity Atlas of the Allen Brian Institute, https://connectivity.brain-map.org). (**b**) Four experiments were identified from the target search. (**c**) Representative image from Experiment #183225830 depicting the injection site in the aPVT (top) and pPVT (bottom). (**d**) Representative image of fibers located in the temporal association cortex (TeA) from Experiment #183225830 (**e**) Same image of the yellow insert from (**d**).

## Discussion

Despite being critical nodes in linking subcortical and cortical networks, to date, models of the spatial and molecular organization of midline and intralaminar thalamic nuclei have remained scarce (Gao et al., 2020; Moga et al., 1995; Kirouac, 2015; Roy et al., 2022; Su and Bentivoglio, 1990). Recently, our group and others have demonstrated that, contrary to the traditional discrete parcellations of thalamic nuclei, functionally distinct thalamic domains are organized in continuous neuronal gradients. Specifically, the PVT, TRN, and MD thalamus have each been shown to contain at least two genetically defined cell types that are organized in opposing spatial gradients and reflect distinct anatomical connectivity, electrophysiological signatures, and functional contributions (Gao et al., 2020; Li et al., 2020; Mukherjee et al., 2021; Martinez-Garcia et al., 2020). To expand this framework, in the present study, we generated an in-depth single-nuclei resolution transcriptomic atlas of the PVT that revealed the existence and spatial distribution of five previously undescribed neuronal subpopulations. Importantly, these PVT subtypes are organized in a combination of topographical gradients (e.g. medio-lateral, antero-posterior, dorso-ventral), which, to our knowledge, has not yet been reported in another midline thalamic area. However, given that thalamic pathways consist of repeated molecular architectures (Phillips et al., 2019), it is likely that this feature of multiple gradients is conserved and may serve as a basis for new conceptual models across the midline and intralaminar thalamic organization.

From our molecular and spatial mapping, we found that the four subtypes can be split into two major branches: (1) PVT1^P^, PVT2^edge^ and (2) PVT3^AL^, PVT4^AM^. These two branches consist of the posterior-biased, and anterior-biased subtypes, respectively, indicating that one major axis of separation between these two branches lies in their rostral-caudal distribution. While this notion is in partial agreement with classical anatomical studies delineating anterior and posterior PVT subregions, our study supports the ongoing revision of this terminology and fills a critical gap in our knowledge of the genetic heterogeneity of subpopulations within the PVT (McGinty and Otis, 2020). Notably, when selecting a second set of markers to label either anterior-biased or posterior-biased subtypes, we found that markers from the same cluster had a similar spatial distribution but labeled portions of non-overlapping neurons. This finding further serves to highlight the unexplored genetic heterogeneity of our PVT clusters and the functional implications of these intra- and inter-cluster differences should serve as a basis for future studies.

Overall, we report large variations in neuromodulator system and ion channel gene expression across PVT subtypes (Figure 4c), There is a formative body of evidence supporting that PVT neurons express unique intrinsic properties that undergo diurnal fluctuations associated with changes in gene expression (Kolaj et al., 2012). PVT neuronal firing properties are also documented to be affected by a variety of neuromodulators, which may contribute to differences in their electrophysiological signatures (Kolaj et al., 2012; Kolaj et al., 2014). Additionally, neuromodulator influence in the PVT is higher than other neighboring thalamic regions, perhaps owing to its selective innervation by the hypothalamus and brainstem (Kirouac, 2015; Krout and Loewy, 2000b; Krout et al., 2002; Vertes, 1991; Krout and Loewy, 2000a). Given that each subtype contains the differential expression of neuromodulator receptor systems and ion channels, the previously reported effects of neuromodulators on the intrinsic properties of PVT neurons are likely to be diverse across subtypes (Chen et al., 2015; Kolaj et al., 2014; Zhang et al., 2010; Zhang et al., 2006; Zhang et al., 2013; Kolaj et al., 2007; Ishibashi et al., 2005; Ong et al., 2017; Heilbronner et al., 2004). To examine how PVT neurons undergo experience-dependent changes in gene expression, future investigations should include high throughput RNA-sequencing of the PVT following different biological conditions with the goal of comparing them with our atlas to identify potential biomarkers for therapeutic targeting. Indeed, based on the role of the rodent PVT in emotional processing and motivated behaviors, there is growing interest in the human PVT as a putative target for affective and substance abuse disorders, particularly since the human PVT has similar connectivity with the rodent PVT (Kark et al., 2021). Excitingly, the existence of some markers (e.g. *Drd2*, *Drd3*) reported in our present atlas has already been corroborated in the human PVT, supporting that our atlas may provide conserved gene markers across species (Rieck et al., 2004).

From classical tracing studies, the pPVT selectively innervates PL, nucleus accumbens core and ventromedial shell, central and basolateral amygdala, and lateral BST (Li and Kirouac, 2008; Moga et al., 1995). In line with this distinct connectivity, functional correlates implicate the pPVT as a key node in networks of aversive and reward-motivated behaviors, including stress and fear processing, and food- and drug-seeking. Importantly, our observation that there are two distinct posterior-biased subpopulations—PVT1^P^ and PVT2^edge^—gives rise to the question of whether these subtypes contribute to discrete functions. Of note, our integrative analysis with the ThalamoSeq atlas showed that PVT2^edge^ cells in particular belong to a group of *Col12a1*-expressing PFC-projectors that reside on the ventroposterior edge of the PVT (Phillips et al., 2019). This result is consistent with classical tracing studies placing the pPVT in a reciprocal network with the PFC, and more specifically the PL (Li and Kirouac, 2008; Moga et al., 1995; Li and Kirouac, 2012). Intriguingly, anterograde viral tracing from multiple studies reveals that prelimbic afferents to the pPVT are spatially distributed in a manner that resembles the ventroposterior location of PVT2^edge^ cells, lending support to the idea that PVT2^edge^ cells may be preferentially integrated into a cortico-thalamocortical pathway that mediates its role in cognitive processes related to emotional and motivational states (Figure 5—figure supplement 2; Zingg et al., 2014; Campus et al., 2019; Otis et al., 2019). Indeed, prefrontal projections to the PVT guide the expression of emotional memory-associated behaviors such as conditioned fear and cue-reward food seeking (Campus et al., 2019; Otis et al., 2019; Do-Monte et al., 2015; Quiñones-Laracuente et al., 2021; Otis et al., 2017; Haight and Flagel, 2014). In this context, the PVT2^edge^ cells may participate in the integration of cortical influence onto downstream subcortical targets to bias behavioral responding during learning and goal-oriented tasks where top-down modulation is necessary (Campus et al., 2019; Otis et al., 2019; Do-Monte et al., 2015; Quiñones-Laracuente et al., 2021; Otis et al., 2017; Haight and Flagel, 2014). In contrast, PVT1^P^ neurons integrated to a lesser extent with PFC-projectors (Figure 5c). Interestingly, the medial portion of the pPVT, which lacks PVT2^edge^ expression and is mostly populated by PVT1^P^ neurons, is heavily innervated by subcortical inputs which may participate in biasing behavior toward stereotyped emotional reactions like those observed amid imminent environmental threats (Cain and LeDoux, 2008; Martinez et al., 2013; Penzo et al., 2015; Li et al., 2014; Ma et al., 2021). Additionally, PVT1^P^ neurons specifically express *Esr1* (estrogen receptor 1), a cell marker for ventromedial hypothalamic (VMH) neurons that control aggression and mating, which are stereotyped and conserved behaviors under the control of subcortical networks (Lee et al., 2014; Hashikawa et al., 2017; Falkner and Lin, 2014; Liu et al., 2022). Whether *Esr1* neurons in the PVT contribute to the control of aggressive and mating behavior is not known; however, the PVT receives heavy afferents from *Esr1*-expressing VMH neurons, anatomically linking these two structures and prompting further investigation (Lo et al., 2019). Altogether, we propose that PVT2^edge^ may consist of a genetic subpopulation that is preferentially involved in aspects of behavior requiring cortical processing, whereas the PVT1^P^ subtype may contain neurons differentially recruited by tasks involving subcortical or cortical networks depending on their location.

It is important to highlight that, contrary to findings related to PVT2^edge^ neurons and PVT1^P^, RPCA-based integration with the ThalamoSeq dataset did not reveal additional major PFC-projectors among other PVT subtypes. One potential explanation for the lack of overlap between other PVT clusters and the ThalamoSeq atlas could lie in the retrograde labeling and sample collection method used (Lähnemann et al., 2020). Indeed, the authors of ThalamoSeq reported that their single cell collection was biased against midline thalamic nuclei due to issues related to sparse retrogradely labeled cells and thus, lack of overlap should not preclude other PVT subtypes, including PVT3^AL^, as PFC-projectors (Phillips et al., 2019). One surprising observation generated by the RPCA-based integration of our dataset with the ThalamoSeq atlas is the notion that some neurons within PVT4^AM^ may send anatomical projections to auditory and visual cortical areas (Figure 5c and f). This assertion is further supported by anterograde tracing studies showing that the aPVT projects to auditory and visual areas that have been implicated in or suggested to regulate limbic functions (Figure 5—figure supplement 4; Dalmay et al., 2019; Cho et al., 2016; Yu et al., 2012). Given the PVT’s role in emotional salience processing, these findings raise the possibility that the PVT4^AM^ participates in modulating emotional responses to salient stimuli in part through its interaction with limbic cortical areas beyond the PFC (Gao et al., 2020; Haight et al., 2017; Zhu et al., 2018; Garau et al., 2022).

In conclusion, while there have been some investigations into the molecular organization of the PVT, here we have provided the first comprehensive molecular and spatial profiling of cell types across the entirety of the PVT (Phillips et al., 2019; Gaspari et al., 2022; Nagalski et al., 2016). The PVT is a critical integrative node linking circuits of internal and external processing with those involved in arousal signaling, as well as instrumental and Pavlovian behavioral control (Kirouac, 2021; McNally, 2021; Penzo and Gao, 2021; Kelley et al., 2005). Our discovery of five spatially segregated PVT neuronal subtypes should serve as a basis for resolving previously conflicting observations and offer a starting point for new mechanistic inquiries as to how PVT offers control over its diverse range of functional correlates.

## Methods

### Mice

All procedures were performed in accordance with the *Guide for the Care and Use of Laboratory Animals* and were approved by the National Institute of Mental Health (NIMH) Animal Care and Use Committee. Mice used in this study were housed under a 12 hr light-dark cycle (6 a.m. to 6 p.m. light), with food and water available ad libitum. The following mouse lines were used: C57BL/6 J (The Jackson Laboratory). Male and female mice 8–12 weeks of age were used for all experiments.

### Single-nuclei RNA-sequencing

#### Sample collection and single nucleus RNA sequencing

Tissue punches from the entire antero-posterior PVT from four P90 adult C57BL/6 J mice (12 weeks) were dissected and pooled together for each individual sample and a total of four biological replicates were collected. Nuclei were obtained using the mechanical-detergent lysis protocol described step-by-step in Matson et al., 2018. Following sample preparation, the single nuclei suspensions were delivered to collaborators at the NHLBI genomics core facility and processed for single-cell sequencing using the 10 X Genomics Chromium Single Cell 3’ Kit. Samples were sequenced using the Illumina, Inc NovaSeq 6000 system to yield a single nuclei dataset. 10 x Genomics Cellranger 3.0.0 was used to map sequences to a reference mouse genome (Zheng et al., 2017).

#### Clustering analysis

The data were analyzed using the R package Seurat version 4.0 developed by the Satija Lab (Hao et al., 2021). Clustering was performed in three phases on (1) all cell types, (2) all neurons, and (3) putative PVT neurons, based on the methods described in Russ et al., 2021 with the following adaptations (Russ et al., 2021). For all three phases, each cluster was analyzed for candidate marker genes and excluded if the cluster met either of the following criteria. Clusters were considered low-quality if they had fewer than three significant markers relevant to cell type, particularly if they showed very low nGene (<100). Clusters were considered doublets if they had significant markers for multiple unrelated cell types and boxplots indicate they had a significant range of nGene. Differential gene analysis was performed using the Wilcoxon Rank Sum test with log fold change >0.5 and p value adjusted <0.05.

For phase one, data from all samples were pooled together and filtered based on the following criteria: nuclei containing less than 200 genes (to filter empty droplets), nuclei with greater than 5% mitochondrial genes were removed (to filter low-quality nuclei). The dataset was normalized using the SCTransform package and the highest variable genes were used to perform principal component analysis (PCA). The Harmony algorithm was used to penalize clusters biased by sample origin (Korsunsky et al., 2019). The most significant principal components were determined by selecting the minimum threshold based on: (1) the point at which the PCs cumulatively represented 90% of the standard deviation and (2) the point at which the percent variation between consecutive PCs is less than 0.1%. This value was then manually compared to the PC elbow plot and inspection of the contributing gene lists. 18 PCs were used for clustering. To select cluster resolution, a range of values was tested from 0.1 to 0.8, and UMAPs and top differentially expressed gene lists were generated and visually inspected, and resolution 0.7 was selected. Nuclei were clustered and visualized by using UMAP. Cell types were classified using DropViz and based on the presence of well-established marker genes (http://dropviz.org) (Saunders et al., 2018). For phase 2, raw data from all cells in neuronal clusters were used, filtered for nuclei containing at least 1000 detected genes, re-scaled, re-normalized, and re-integrated. The top six PCs were selected and resolution 0.3 was selected, using the approach described above. Here, neurons were then classified based on (1) a comparison of cluster markers with known markers and with known co-expression patterns in the literature or Allen Brain In Situ Hybridization Atlas (http://mouse.brain-map.org). For phase 3, targeted sub-clustering was performed to investigate PVT-specific subtypes. The above procedure was repeated and 18 PCs and a resolution of 0.4 were used. Clustering resolution was selected by calculating the highest mean silhouette score across cluster resolutions (Patterson-Cross et al., 2021). Top marker genes were selected for each PVT cluster by calculating the ratio of expression for a particular gene across the active cluster (pct. 1) and all other clusters (pct. 2) and selecting for the highest ratio value (pct. ratio) (Supp. File 1 c). Higher pct. ratio values indicate markers with higher specificity to a given cluster.

### Stereotaxic surgery

Stereotaxic methods for retrobeads injections were performed using previously described procedures (Penzo et al., 2015) and an AngleTwo stereotaxic device (Leica Biosystems) at the following stereotaxic coordinates: PL,+1.85 mm from Bregma, –0.55 mm lateral from midline, and –2.30 mm vertical from the cortical surface. Following all surgical procedures, animals recovered on a heating pad and returned to their home cages after 24 hr post-surgery recovery and monitoring. Animals received subcutaneous injections with Metacam (meloxicam, 1–2 mg/kg) for analgesia and anti-inflammatory purposes. Green fluorescent retrobeads (LumaFluor, Inc) were injected at a total volume of approximately 0.2 μl and were allowed seven days for maximal expression.

### In situ hybridization

#### Sample preparation and ISH procedure (RNAscope)

Fresh-frozen brains from adult male C57BL/6 J mice (8–12 weeks) were sectioned at a thickness of 16 µm using a Cryostat (Leica Biosystems). Sections were collected onto Superfrost Plus slides (Daigger Scientific, Inc), immediately placed on dry ice, and subsequently transferred to a –80 °C freezer. *Esr1*, *Col12a1*, *Insrr, Hcrtr1, Drd2*, *Npffr1*, *Npsr1, Pde3a* mRNA signal was labeled by using the Hiplex RNAscope Fluorescent kit v2 (Advanced Cell Diagnostics), according to manufacturer’s instructions. Sections were cover slipped using Diamond Prolong antifade mounting medium with DAPI (ThermoFisher Scientific).

#### Signal detection and analysis

After the amplification procedure, slides were examined on a Nikon A1R HD confocal microscope (Nikon) using a 20 X objective. Images were first processed by removing background noise using the background subtraction tool (5.0-pixel rolling ball radius) in FIJI (Image J). Images from the same section were then registered using RNAscope Hiplex Image Registration Software v2. The signal was subsequently quantified with CellProfiler using a freely available pipeline (macros) for RNAscope (Patterson-Cross et al., 2021). A protocol with a step-by-step description of how to implement this pipeline for analyzing RNAscope data was recently published (Erben et al., 2018; Erben and Buonanno, 2019). This pipeline was modified to include up to 12 mRNA probes and cells were considered positive for a given gene if they contained a minimum of seven mRNA transcripts (dots). Subsequently, all RNAscope data was analyzed by a blind experimenter. Sections from bregma –0.22 to –0.34 were considered anterior PVT and sections from bregma –1.58 to –1.70 were considered posterior PVT. Gene expression matrices were generated and analyzed using RStudio Version 4.2.0. Heatmaps and hierarchical clustering were performed using R functions pheatmap() and hclust().

### Merged analysis and integration

#### Published data acquisition

Published data from the ThalamoSeq project were downloaded from the NCBI Gene Expression Omnibus public functional genomics data repository. Single-cell data and metadata from Phillips et al., 2019 (GSE133911) were downloaded as processed count matrices (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133911) (Phillips et al., 2019).

#### RPCA-based integration and clustering analysis

Count matrices for each dataset were merged to obtain the full data file. Uniform data filtering was applied across the merged file. All cells and nuclei with at least 1000 detected genes (to exclude low-quality neurons) and less than 5% of transcripts being mitochondrial (to exclude lysing cells or mitochondria-nuclei doublets) were analyzed, yielding a total of 8507 nuclei.

The merged data were analyzed using Seurat version 4.0 (Hao et al., 2021). The integration was performed using Seurat version 4.0 Standard Workflow (RPCA) Integration such that data are first normalized with SCTransform (method = ‘glmGamPoi’) and PCA is run individually on each dataset prior to integration. Integration anchors were calculated using 30 PCs and used to integrate the data.

The most significant principal components were identified by elbow plot and manual inspection of the contributing gene lists and 13 PCs were used for clustering. To select cluster resolution, a range of values was tested from 0.2 to 0.6, and UMAPs and top differentially expressed gene lists were generated, and resolution 0.35 was selected. Conserved markers for integrated data cluster 1 were obtained using FindConservedMarkers() function to confirm that these PVT/Prefrontal-projectors express both *Col12a1*.

### Statistics and data presentation

All data were imported to OriginPro 2016 (OriginLab Corp.) for statistical analyses. Initially, normality tests (D’Agostino-Pearson and Kolmogorov-Smirnov) were performed to determine the appropriateness of the statistical tests used. All data are presented as mean ± SEM. No assumptions or corrections were made prior to data analysis. Differences between the two groups were always examined using a two-sided Student’s t-test, where p<0.05 was considered significant and p>0.05 was considered non-significant. The sample sizes used in our study are about the same or exceed those estimated by power analysis (power = 0.8, *α*=0.05). Graphs were generated in OriginPro or Rstudio and figures were generated using Adobe Illustrator. For RNAscope experiments, the sample size is 2–3 mice. All experiments were replicated at least once, and all subjects were age-matched.

## Data Availability

All RNA-seq data generated in our study have been deposited into the Gene Expression Omnibus repository (GSE208707). Raw images of RNAscope experiments are publicly available at: https://figshare.com/s/e2918829cabfdd0392fb. The following datasets were generated: GaoC GohelCA LengY GoldmanD LevineAJ PenzoMA 2022Molecular and spatial profiling of the paraventricular nucleus of the thalamusNCBI Gene Expression OmnibusGSE20870710.7554/eLife.81818PMC1001407936867023 GaoC GohelCA LengY GoldmanD LevineAJ PenzoMA 2023Molecular and spatial profiling of the paraventricular nucleus of the thalamusfigsharee2918829cabfdd0392fb10.7554/eLife.81818PMC1001407936867023 The following previously published dataset was used: SchulmannA PhillipsJW HaraE WangL LemireAL NelsonSB HantmanAW 2019Transcriptomic atlas of thalamic nucleiNCBI Gene Expression OmnibusGSE133911

# Supplementary material for: Molecular and spatial profiling of the paraventricular nucleus of the thalamus
**Source:** eLife. 2023 Mar 3;12:e81818. doi: 10.7554/eLife.81818
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR)** **Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### **Materials:**

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |                                                   |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. |                                                   |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |                                                   |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                   |     |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           |                                                   |     |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b>                                                                                               | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | The following mouse lines were used: C57BL/6J (The Jackson Laboratory). Male mice 8-12 weeks of age were used for all experiments. (See Methods - Mice) |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                                                                                                                         |            |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           |            |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           |            |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      |            |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           |            |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b>                                                                                                                                                              | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | All procedures were performed in accordance with the Guide for the Care and Use of Laboratory Animals and were approved by the National Institute of Mental Health Animal Care and Use Committee. (See Methods - Mice) |            |

| Experimental study design (statistics details) *                        |                                                                                                                                                                                    |     |
|-------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done"                                                                          | N/A |
| Sample size determination                                               | The sample sizes used in our study are about the same or exceed those estimated by power analysis (power = 0.8, $\alpha$ = 0.05). (See Methods - Statistics and data presentation) |     |
| Randomisation                                                           | Animals were randomly allocated to the different experimental conditions reported in this study. (See Methods - Statistics and data presentation)                                  |     |
| Blinding                                                                | All experiments were analyzed by a blinded experimenter.. (See Methods - in situ hybridization)                                                                                    |     |
| Inclusion/exclusion criteria                                            |                                                                                                                                                                                    |     |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend                                                                                                                                                                           | N/A |
|------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | All experiments were replicated at least once, and similar results were obtained. (See Methods - Statistics and data presentation)                                                                                       |     |
| Define whether data describe technical or biological replicates.       | Four biological replicates were obtained for RNA sequencing samples and 2-3 biological replicates were obtained for all labeling samples. (See Methods - Sample Collection & in situ hybridization, See Figure 3 Legend) |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form                                                                                                                                                                       | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                                                                                                                                                                                        | X   |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | All procedures were performed in accordance with the Guide for the Care and Use of Laboratory Animals and were approved by the National Institute of Mental Health Animal Care and Use Committee. (See Methods - Mice) |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                                                                                                                                                                                        |     |

| Dual Use Research of Concern (DURC)                                                                                                                      | Indicate where provided: section/submission form | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                  |     |

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                   |     |

| Statistics                                                   | Indicate where provided:<br>section/figure legend                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         | N/A |
|--------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | All data were imported to OriginPro 2016 (OriginLab Corp.) for statistical analyses. Initially, normality tests (D'Agostino-Pearson and Kolmogorov-Smirnov) were performed to determine the appropriateness of the statistical tests used. All data are presented as mean $\pm$ s.e.m. No assumptions or corrections were made prior to data analysis. Differences between two groups were always examined using a two-sided Student's t-test where $P < 0.05$ was considered significant and $P > 0.05$ was considered non-significant. (See Methods - Statistics and data presentation) |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form                                                                                                                                                                                                                                                           | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | All the data that support the findings presented in this study are available from the corresponding author upon reasonable request. (See Methods - Data availability)                                                                                                                                         |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | Raw and processed RNA-seq data will be uploaded into the Gene Expression Omnibus repository available upon publication. (See Methods - Data availability)                                                                                                                                                     |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         | Published data from the ThalamoSeq project were downloaded from the NCBI Gene Expression Omnibus public functional genomics data repository. Single-cell data and metadata from Phillips et. al. 2019 (GSE133911) was downloaded as processed count matrices. (See Methods - Merged analysis and integration) |     |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend                                                                                                                     | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | All the data that support the findings presented in this study are available from the corresponding author upon reasonable request. (See Methods - Data availability) |     |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                                                                                                                                       |     |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            |                                                                                                                                                                       |     |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                   |     |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

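Nuclei from tissue punches of the PVT and the regions around it, from C57BL/6J mice aged 12 weeks, were sequenced as 10 libraries, 4 male and 6 female. The methods describe 4 mice pooled for each sample. Library and cluster name of each nucleus were taken from the deposited metadata; the sex was taken from the key of Figure 1b for male libraries and from the sample labels for female libraries, and it equals the sex in the deposited metadata for every nucleus. The counts were made by the authors: reads of 10x Genomics Chromium 3' libraries were aligned and counted with Cell Ranger against a mouse reference whose build and annotation are not given in the sources used here, and the deposited matrix holds whole UMI counts per gene and nucleus without normalization. The percent of mitochondrial UMIs of each nucleus was computed by the authors and deposited in the metadata, and the authors left out nuclei with fewer than 200 genes or more than 5%, and clusters called doublets or of low quality.

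The files were checked before use. In all 20503 nuclei the matrix sum equals the deposited UMI count and the number of genes equals the deposited one; the fewest genes in a nucleus were 278 and the highest mitochondrial percent was 4.99. The 13 mitochondrial genes have 562659 UMIs in female nuclei and 0 in male nuclei, although 12997 male nuclei have a mitochondrial percent above 0, so that these genes were left out of the male counts after the percent was made. Genes with 0 UMIs in the other sex hold 2.70% of male and 2.78% of female UMIs, and 155 pairs of symbols are counted under one name in male and another in female nuclei; a difference in gene annotation between the sexes is thus part of the deposited data. The genes were named by symbol alone, and no coordinates were used. Further metadata columns per nucleus, 21 in number, were not used here.

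The depth differs between the sexes: PVT-like neurons had a median of 14307 UMIs in male and 7043.5 in female libraries, and the number of PVT-like neurons per library ranged from 198 to 2237 in male and from 273 to 454 in female libraries. A count of 0 is compatible with up to 3 molecules at the 95% level, which sets the floor for folds against genes listed at 0.

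Neurons with more than 1000 genes, and then PVT-like neurons, were clustered in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9). The steps were analytic Pearson residuals with an overdispersion parameter of 100, the 3000 most variable genes, principal components, Harmony over libraries computed anew from its published description, a shared-neighbour graph of 20 neighbours, and modularity with a resolution, optimized by Leiden moves as the best of 10 seeded starts. The numbers of components and resolutions are the study's: 6 and 0.3 for neurons, 18 and 0.4 for PVT neurons. The study used SCTransform and the Louvain algorithm of Seurat, so the clusters are not the same as the study's. Clustering was limited to 17365 genes with at least 20 UMIs in each sex, a log2 ratio between the sexes under 3 and no mitochondrial genes; this limit was chosen after the genes counted in one sex had been seen. While the method was set up, neurons were also clustered with 18 components and at a resolution of 0.6, and PVT neurons at 0.2, 0.3 and 0.5. A cluster took the name of the class with the highest mean log2 fold of its fixed markers against the remaining nuclei, if at least 3 markers were over 1.5 times the median cluster, and was left unnamed if markers of another class led it. This rule replaced a first one after the names of the first had been seen, and the first rule is carried as an alternative.

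UMIs were summed per library and class, sums of fewer than 10 nuclei were left out, and the sums were fitted in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest, Benjamini-Hochberg), each class against the mean of the others in one fit over all 10 libraries. Genes were called higher at an adjusted p under 0.05 and a log2 fold change over 0.5; the sexes were compared at an adjusted p under 0.05. SEs are the log2 fold change divided by the square root of the F statistic. *Hcrtr1*, *Drd1*, *Pvalb* and *Gpr101* did not pass filterByExpr and are given from the fit without the filter. The families of receptors, neuropeptides and ion channels were fixed by patterns of gene symbols, and the random sets were matched on mean expression. Shares of nuclei with a UMI were taken after thinning each nucleus to 2000 UMIs, with oligodendrocytes as the background for free RNA. Doublets were called per library by an own implementation after the method of Scrublet. Differences in shares between the sexes were tested by exact permutation over all 210 splits of the libraries, and co-detection of gene pairs by a Mantel-Haenszel odds ratio in 10 strata of depth per library with an exact sign-flip test.

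Genes named in the text were set by a rule before the files were opened: the 39 genes that the paper names for the sequencing data, the 2 leading genes of each subtype, *Xist* and 4 genes of the Y chromosome, and the 2 leading genes each way between the sexes. The leading genes of a subtype were taken from those called there and higher than the mean of the other subtypes in every library. Values of many of these genes had been seen in the paper's tables and figures. Genes that led a cluster, and those named for a difference between the sexes in a subtype, such as *1700030F04Rik*, fall outside this rule and were named after their values were seen, as was *Mag*, a naming marker of oligodendrocytes. Some of the named genes are not reported here.

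The alternatives were DESeq2 1.42.0 size factors and its own test, no filter beyond a total of 10 counts, the library as a block, one sex alone, each library left out in turn, doublets left out, sums of at least 30 nuclei, clusters made without the named genes, a Wilcoxon test over nuclei, other limits on genes and mitochondrial percent, and other distances and linkages for the tree. Results for the shares of groups and subtypes, further pairs of gene and subtype and the leading genes were added to the alternatives after their main values were seen. The edgeR step was tested on simulated sums with 200 genes changed by a factor of 2 in each comparison: 92% of them were recovered for PVT1 among the subtypes, 77% for BSTpr among the neuron groups, 76% for astrocytes among the cell types and 89.5% between the sexes, and 2.13%, 0.645%, 0.654% and 7.25% of the calls were false. The simulated classes were known, all genes shared the same dispersion, and libraries had no effect of their own. Clustering, naming and the difference in gene annotation were thus not tested. Splits of the class names were limited to 40 per comparison, fewer than the 100 used for the sexes. The difference between the sexes in the genes of a subtype was tested by edgeR alone, on 10554 genes with UMIs in both sexes, without a block and, as an alternative chosen after the result was seen, with the library as a block.

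The in situ hybridization and the comparison with the ThalamoSeq atlas were not analysed here. The sheets of Supplementary File 1 with marker genes were held in part, so no overlap with the study's lists was tested.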

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

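Of the tests in this part, that of tissue from neighbouring regions in female replicate 1, the reading of its depth for BSTpr and Hb apart, that of the gene models behind *1700030F04Rik* and the fit of the genes of each subtype by sex with the library as a block were chosen only after the result was seen. Outlying libraries were looked for by Dixon's ratio in 52 groups of libraries, of which 4 held one; chance alone gives about 1 in 20 groups.

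BSTpr-like neurons made up 19.1% of the neurons in female replicate 1, against 7.71% to 11.8% in the other female libraries, and Hb-like neurons 22.3%, against 2.33% to 7.82%. Counting error is excluded: Fisher's exact test against the other female libraries gave p = 6.0e-12 for BSTpr and 4.7e-33 for Hb. For BSTpr fewer detected genes per nucleus are excluded as the whole cause: Dixon's ratio stayed past the critical value among neurons over 2000 genes (0.648) and among those of 5000 to 15000 UMIs (also 0.648, 11.9% against 4.70% to 7.24%). For Hb they stay open: the ratio was 0.619 and 0.487, under the critical value, though the shares of 15.7% and 10.6% were above every other female library (at most 6.69% and 5.83%). The PVT-like neurons of this library held a median of 3067 genes, within the range of the other female libraries (2861 to 4039.5), but over all nuclei its medians of 2002 genes and 3555 UMIs were the lowest of the female libraries (2183 to 2989 genes and 4088 to 6049 UMIs in the others). Male libraries, which are not in this comparison, had Hb shares of up to 24.8%. PVT-like neurons made up 39% of the neurons in this library and 52.5% to 60.9% in the other female libraries. That would be in line with punches that took in more of the neighbouring regions, but the pattern was seen before this was asked, and shares of one whole must fall when others rise, so it does not decide. No biological explanation was tested, since the samples of one sex do not differ in condition.

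PVT2-like nuclei made up 13.2% of the PVT-like nuclei in female replicate 5, against 8.16% to 10.0% in the other female libraries. Fisher's exact test gave p = 0.00964, which is 0.501 when multiplied by the 52 groups looked at, so that counting error may be the cause. This correction was put in after the uncorrected p had been seen. Female replicate 5 also has more UMIs per nucleus. Among nuclei of 5000 to 15000 UMIs its share was 12.4%, against at most 12% in the others, and the libraries were no longer apart (Dixon's ratio 0.0840); so few nuclei leave the effect of depth open. No biological explanation was tested.

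PVT5-like nuclei made up 16.7% of the PVT-like nuclei in male replicate 2 (33 of 198), against 13.5% to 13.7% in the other male libraries. Counting error is a candidate cause, since Fisher's exact test gave p = 0.243 and the other 3 libraries lie very close together. In nuclei of 5000 to 15000 UMIs the share was 6.67%, from 7 of 105 nuclei, against 9.81% to 16.7% in the others, too few to tell an effect of depth. No biological explanation was tested.

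The genes of each subtype were compared between the sexes with an interaction term in edgeR. At an adjusted p under 0.05 this called 1 gene in PVT4 and 0 genes in the other subtypes, and 73, 240, 294, 262 and 318 of 10554 genes had an unadjusted p under 0.05 in PVT1 to PVT5; no other tool was run. That fit takes no account of the pairing of subtypes within a library, and its unadjusted counts are below the 5% of genes that chance gives, so it is conservative and the low counts do not show that differences are absent. With the library as a block edgeR called 0 genes in PVT1, 4 in PVT2, 4 in PVT3, 3 in PVT4 and 4 in PVT5, with 506, 664, 998, 693 and 952 genes at an unadjusted p under 0.05. These genes, named after their values were seen, were *Pcdh11x*, *4930447C04Rik*, *1700030F04Rik* and *Rerg* in PVT2, *Txndc11*, *Gm37229*, *B4galnt2* and *Kcnip4* in PVT3, *1700030F04Rik*, *Ccdc85a* and *Hspa4* in PVT4, and *Mt1*, *Hspa4*, *Ctnna3* and *Rassf8* in PVT5; the cause was tested for *1700030F04Rik* alone. For *1700030F04Rik* the log2 fold change in PVT4 against the other subtypes was 0.37 in female and 2.73 in male libraries, a difference of -2.36 (female minus male, adjusted p = 0.028), and with the block -2.44 (adjusted p = 0.0016). The gene has 1752 UMIs in female and 135 in male PVT-like neurons, and the male contrast rests on 53 UMIs in PVT4 and 0 in PVT2. Its level in PVT4 was 127 ± 10.8 CPM in 6 female and 4.66 ± 3.55 CPM in 4 male libraries. A different gene model in the counts of each sex could give such a low male count, as could a difference between the sexes; sex, batch and gene model cannot be told apart, because each holds the same libraries.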

How the results depend on the processing

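The alternatives with clusters named by the first rule, a clustering resolution of 0.3, genes counted in both sexes, replicates 1 to 4 without the block, and the library as a block in the comparison of subtype genes between the sexes were chosen only after the data were seen; all others were set before the data were examined. In all, 138 results have 2148 values under alternatives; *Gpr101* in BSTpr has none, because it did not pass the filter. Of these, 2028 kept their direction and side of the threshold (or moved by less than the spread), 24 were weaker, 7 stronger and 11 reversed, and 78 moved by more than the spread or more than 1.5 times.

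Counts of genes moved with the filter on low counts and with the test. Without a filter beyond a total of 10 UMIs, more genes are tested, and the calls rose from 2203 to 3913 for the subtypes (559 in PVT1, 868 in PVT2, 1269 in PVT3 and 775 in PVT4), to 10614 for neuron groups, to 29415 for cell types and to 4205 between the sexes. The Wilcoxon test over nuclei called 338 genes: 20 in PVT1, 86 in PVT2, 109 in PVT3, 94 in PVT4 and 29 in PVT5. It was run with a limit on detection that the paper's methods do not name. Every gene past the limits on detection and fold change was called, so these counts were set by the limits and not by the test. Beyond this the cause was not tested. Under the first naming rule 154 genes were called in PVT1, which then held fewer nuclei. Under the other alternatives, with either tool, either normalization, the block, doublets left out, one sex or fewer libraries, the total for the subtypes stayed within 1.5 times the main count, and leaving out a library gave 1994 to 2226.

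Between male and female PVT-like neurons 2128 genes were called. Thinned to equal UMIs per nucleus the count was 1150, and with genes without a UMI in one sex left out it was 877. Each subtype alone, with fewer nuclei, gave 1372 in PVT1, 365 in PVT2, 1029 in PVT3, 688 in PVT4 and 542 in PVT5. Leaving out each library in turn gave 1750 to 3545, the latter without male replicate 2, the male library with the fewest nuclei; the cause was not tested. Replicate numbers are only shared numbers between the sexes: the deviations of male and female libraries with the same number had correlations from -0.0987 to 0.0492. Fitted as a block they gave 1452 calls over replicates 1 to 4, and the same libraries without the block gave 1529.

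With a mitochondrial share under 1%, neurons made up 75.7% of nuclei in place of 51.1%; the cause was not tested. With 1 minus Pearson's correlation as the distance, the ratio of distances between and within the groups of subtypes was 2.32 in place of 1.52, on another scale of distance, and PVT3 and PVT4 were set apart under every alternative for the tree. The closest pair of subtypes, PVT1 and PVT2, became PVT1 and PVT5 in male libraries alone, under the first naming rule, at a resolution of 0.3, and without male replicate 2, female replicate 2 or female replicate 6. The first naming rule lowered the share of PVT1 from 42.7% to 15.8%, since its largest cluster then had no name; the clusters of 133 and 44 nuclei were then named PVT2-like and PVT4-like.

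Differences between the sexes in subtype shares, taken among PVT-like nuclei given a subtype, are small beside the number of libraries. The PVT1 share (female minus male 4.08) passed the threshold among nuclei over 2000 genes (4.88). With each library left out in turn the differences ranged from 3.2 to 5.07 for PVT1, -5.45 to -2.25 for PVT2, 3.62 to 6.24 for PVT3, -2.99 to -1.62 for PVT4 and -3.44 to -2.39 for PVT5. The PVT5 difference was -3.36 without male replicate 1 and -3.4 without male replicate 3, and neither passed the threshold; with 3 male and 6 female libraries the exact test cannot pass the adjustment over 5 subtypes for 1 subtype alone, so this does not bear on how stable the difference is, and no other cause was tested. Others passed it only without single libraries: PVT1 without male replicate 4 (5.07) or female replicate 2 (4.88), PVT2 without male replicate 2 (-5.45), PVT3 without male replicate 2 (6.24) or female replicate 5 (5.38), and PVT4 without male replicate 4 (-2.99); the cause was not tested.

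The cause of the reversed values was not tested for any gene. For Glra2 in PVT4 (-0.03) female libraries only gave 0.033 and a resolution of 0.3 gave 0.053. For Kcna1 in PVT4 (0.08) female libraries only gave -0.083, the first naming rule -0.0094, and leaving out a library -0.023 (without male replicate 2) to 0.17. For Calb2 in PVT5 (0.02) the library as a block gave -0.0066, male libraries only -0.0067, the first naming rule -0.044, and leaving out a library -0.032 to 0.059, negative without female replicate 3 (-0.032) and without female replicate 4 (-0.011). For Col12a1 in PVT1 (0.93) the first naming rule gave -1.03.

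Values of single genes that no longer had an adjusted p under 0.05 were mostly those of one sex alone or of the first naming rule, each with fewer libraries or nuclei; those where leaving out a single library did this were Drd3 in PVT3 (0.38 without male replicate 4 and 0.36 without female replicate 3, from 0.38), Cacna1h in PVT4 (0.72 without male replicate 2, from 0.87) and Calb1 in PVT5 (0.35 without female replicate 5, from 0.44). Leaving out a single library also took values below the log2 limit of 0.5: Hcrtr2 in PVT5 (0.48 without female replicate 2, from 0.58), Calb2 in PVT1 (0.49 without male replicate 2 or female replicate 2, from 0.52) and Oprm1 in PVT1 (0.498 without female replicate 4, from 0.53). Esr1 in PVT1 fell from 1.58 to 0.54 under the first naming rule. *Drd2* in PVT1 and in PVT2, the markers of cell types and neuron groups and the leading genes kept their direction and side of the threshold under every alternative that gave a value for them. Some alternatives gave no value for *Hcrtr1*, *Drd1*, *Npffr1*, *Cacna1h*, *Dlk1*, *Fgf10*, *Kirrel* and *Slc22a3*.

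Depth limits the shares of nuclei with a UMI: each of them rose from 2000 to 4000 UMIs and again without thinning, for *Drd2* in PVT1 from 5.91% to 11.0% and 26.5%. At 4000 UMIs 299 of 2462 oligodendrocytes were left as a background. Genes such as *Pvalb*, at 1.25 CPM or less in every subtype, are near the limit of detection.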

Differences from the paper's values

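No test in this part was chosen after the result was seen, apart from the alternatives of the first naming rule and the resolution of 0.3. The study counts 184 genes for PVT2 (the paper's value), and 515 were called higher here. The paper's test took nuclei as replicates, and the one here took libraries. The value differed under every alternative set before the data were examined, from 86 with the Wilcoxon test over nuclei to 868 without a filter on low counts; none of them gave a value within 1.5 times the paper's. For PVT1, PVT3, PVT4 and PVT5 the counts of the library test (317, 625, 436 and 310) were within 1.5 times the paper's values (357, 762, 295 and 440), but not under every alternative. The Wilcoxon test over nuclei, the kind of test the paper used, gave 20, 109, 94 and 29. It called every gene past the limits on detection and fold change, so these counts and the 86 of PVT2 were set by the limits and not by the test. The paper's methods name no limit on detection, and its fold column holds values too large for log2 fold changes, as given below. The limits used here may thus differ from the paper's, and these counts cannot be set against its counts as like for like. Without a filter on low counts PVT1 (559), PVT3 (1269) and PVT4 (775) were also outside. For PVT4 so were DESeq2 (451), the library as a block (521) and sums of at least 30 nuclei (490). For PVT5 so were DESeq2 (292), male libraries only (254), and the fits without male replicate 3 (284), female replicate 5 (261) or female replicate 6 (293).

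The paper names 24 pairs of a gene and a PVT subtype in which the gene is found; 22 could be tested with the filter on low counts, and 17 of them were higher (16 past a log2 fold change of 0.5, and 17 when adjusted over the list alone). The study chose these genes on these samples, so the count adjusted over the list alone is not independent evidence. The following values differ here.

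The paper's text places *Drd2* in PVT1 and not in PVT2, while the legend of the first supplement to Figure 2 names both. Here *Drd2* was higher in PVT1 (1.56) and also in PVT2 (1.36, adjusted p = 4.1e-07, higher in 10 of 10 libraries). The paper pairs *Glra2* and *Glra3* with PVT4 and PVT5 in that order. Here the order was the other one: *Glra2* was higher in PVT5 (0.64) and not in PVT4 (-0.03), and *Glra3* was higher in PVT4 (2.15) and lower in PVT5 (-1.71). The held part of Supplementary File 1c lists *Glra3* in PVT4, and *Glra2* in PVT4 and PVT5. The paper places *Kcna1* and *Kcnk10* in PVT3 and PVT4; here *Kcnk10* was higher in both (0.61 and 0.98), and *Kcna1* in PVT3 (1.92) and not in PVT4 (0.08, adjusted p = 0.973). The paper finds *Calb2* in PVT1 and PVT5; here it was higher in PVT1 (0.52) and not in PVT5 (0.02), although its level in PVT5, 155 CPM, was like that of PVT2. No alternative called *Glra2* in PVT4, *Glra3* in PVT5, *Kcna1* in PVT4 or *Calb2* in PVT5.

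The column of log2 fold changes in Supplementary File 1 holds values that a log2 fold change of UMI counts cannot reach. In the part of the sheets held here the largest is 477 (*Dbi*, cell types), 378 (*Adarb2*, neurons) and 272 (*Ralyl*, PVT3), and 539, 209 and 132 entries are over 10, all of them the paper's values. The column was not compared with values here. The shares of nuclei with a UMI in Supplementary File 1c were within 1.12 times those recomputed here for the 17 pairs of gene and subtype that could be matched, with a median ratio of 1.02.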

Other observations

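The comparison of the sexes with genes counted in both, the fit of replicates 1 to 4 without the block and the second test of *Drd2* with *Col12a1* were chosen only after the result was seen, as was the choice of symbol pairs as the value for gene models and of the mean over libraries as the value for free RNA.

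When the names of the classes were shuffled within libraries, 1 of 40 splits, the real one, called as many genes for the PVT subtypes; the same holds for the gene families (1 of 40), the neuron groups (1 of 40, with at most 222 calls in another split against 6697) and the cell types (1 of 40, with at most 1949 against 16015). The classes were made from these same nuclei, so shuffled names must call fewer genes than the real ones, and this outcome does not show whether chance can be excluded.

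The paper does not compare the sexes. Of 13566 genes tested 2128 differed between PVT-like neurons of 4 male and 6 female libraries, 949 higher in female and 1179 higher in male libraries, and of 100 splits of the libraries 1, the real one, called as many, so chance is excluded. *Xist* was higher in female libraries by 13.13 on the log2 scale, and *Uty*, *Ddx3y* and *Kdm5d* were at -9.16, -7.60 and -7.11; *Eif2s3y* had 8683 male and 2 female UMIs. The largest changes beside these were genes listed at 0 in one sex. With a floor of 3 UMIs over the group, the counts of *Rian* and *Snhg14* were at least 6090-fold and 6075-fold higher in male libraries. Those of *Gm20388* and *Gm26804* were at least 23480-fold and 9671-fold higher in female libraries. *Rian* and *Snhg14* had 1095 and 1063 CPM in male and 0 in female libraries. A symbol missing from the gene models of one sex would give such a 0. These folds are thus bounds on counts and are not evidence of a difference in expression.

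Genes counted in one sex account for a part: 924 of the calls have no UMI in one sex, and with such genes left out 877 calls were made, 464 higher in female and 413 higher in male libraries, so they are not the whole cause. Why this is fewer than the 1204 calls with UMIs in both sexes was not tested; of those 1204 genes, 49 differ by over 100 times and 682 by under 2 times. Depth also accounts for a part at most: at 2000 UMIs per nucleus 1150 genes were called, 654 higher in female and 496 higher in male libraries, of which 919 were among the 2128; the fall is over 1.5 times, as set out for an effect of depth, but the remaining calls exclude depth as the whole cause. The excess of genes higher in male libraries thus depends on these choices, and under both of them more genes were higher in female libraries. Free RNA of oligodendrocytes stays open, since the median over the oligodendrocyte markers, -0.061, comes from members that go both ways, such as *Mal* (0.36) and *Mag* (-0.21). A batch or the gene models of the counting may explain the rest: 155 symbol pairs are counted under one name in male and another in female nuclei. Sex, library batch and gene models cannot be told apart, because each divides the libraries in the same way. A biological difference between the sexes remains open as well.

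The comparison of subtype shares between the sexes took PVT-like nuclei given a subtype and left out the 44 unnamed ones. On this base the share of PVT5 was 11.3 ± 0.937% in 6 female and 14.5 ± 1.53% in 4 male libraries (mean ± SD). The difference was -3.15 (exact permutation test over 210 splits, two-sided, p = 0.0048, adjusted over 5 subtypes 0.024). The differences of the other subtypes did not pass the adjustment: 4.08 for PVT1 (exact p = 0.024, adjusted 0.060), 4.55 for PVT3 (exact p = 0.038, adjusted 0.063), -2.08 for PVT4 (exact p = 0.110, adjusted 0.129) and -3.41 for PVT2 (exact p = 0.129, adjusted 0.129). Among nuclei of 5000 to 15000 UMIs the PVT5 difference was 2.07 (female 13.4 ± 2.22%, male 11.3 ± 4.18%, exact p = 0.338), as it would be if depth were the cause. The window chooses nuclei by depth, though, and the medians within it still differ, 11802 UMIs in male and 7789 in female nuclei, so depth may be the cause but is not shown to be. The number of batches named by the study that hold both sexes is 0, so that library batch and sex cannot be told apart.

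*Drd2* in PVT2-like nuclei could come from free RNA or from PVT1 nuclei placed in the PVT2-like cluster. Free RNA is excluded as the whole cause, since 0.249% of oligodendrocytes had a *Drd2* UMI at 2000 UMIs (mean over libraries), against 4.21% of PVT2-like nuclei; pooled over libraries it was 0.495%. The mean log odds ratio of *Drd2* and *Col12a1* within PVT2-like nuclei was 0.0532 (SD 0.123), but only 3 of 10 libraries gave a value. In the clustering without the named genes the log odds ratio pooled over libraries was 0.53 (jackknife SE 0.67; 0.45 to 1.22 with each library left out; 686 nuclei). Neither is below 0, as misplaced PVT1 nuclei would make it, but the errors are too large for these ratios to exclude them. As the whole cause they would make up most PVT2-like nuclei, since *Drd2* stood at 29.8 CPM there and 32.4 CPM in PVT1. Yet at 2000 UMIs, 37.1 ± 6.71% of PVT2-like and 9.61 ± 3.25% of PVT1-like nuclei had a *Col12a1* UMI (mean ± SD). For *Pde3a* the shares were 11.4 ± 5.77% and 2.88 ± 1.43%. This argues against misplaced nuclei as the whole cause, though not as a part. Both genes are naming markers of PVT2.

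Pairs of markers of the same subtype were tested for co-detection within the subtype at like depth. The mean log odds ratios were 0.17 for *Esr1* and *Drd2* in PVT1 (exact sign-flip p = 0.295, above 0 in 7 of 10 libraries), 0.64 for *Col12a1* and *Pde3a* in PVT2 (exact p = 0.156, 4 of 6), 0.43 for *Npffr1* and *Insrr* in PVT3 (exact p = 0.375, 5 of 8) and 0.22 for *Hcrtr1* and *Npsr1* in PVT4 (exact p = 0.406, 5 of 10). Adjusted over the 4 pairs each p is 0.406, so no co-detection beyond chance was shown. Both genes were found in 18.8%, 38.5%, 20.9% and 17.3% of the nuclei with either.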
